# Differential Expression of Maize and Teosinte microRNAs under Submergence, Drought, and Alternated Stress

**DOI:** 10.3390/plants9101367

**Published:** 2020-10-15

**Authors:** Edgar Baldemar Sepúlveda-García, José Francisco Pulido-Barajas, Ariana Arlene Huerta-Heredia, Julián Mario Peña-Castro, Renyi Liu, Blanca Estela Barrera-Figueroa

**Keywords:** hypoxia, submergence, drought, alternated stress, maize, teosinte, microRNAs

## Abstract

Submergence and drought stresses are the main constraints to crop production worldwide. MicroRNAs (miRNAs) are known to play a major role in plant response to various stresses. In this study, we analyzed the expression of maize and teosinte miRNAs by high-throughput sequencing of small RNA libraries in maize and its ancestor teosinte (*Zea mays* ssp. *parviglumis*), under submergence, drought, and alternated stress. We found that the expression patterns of 67 miRNA sequences representing 23 miRNA families in maize and other plants were regulated by submergence or drought. miR159a, miR166b, miR167c, and miR169c were downregulated by submergence in both plants but more severely in maize. miR156k and miR164e were upregulated by drought in teosinte but downregulated in maize. Small RNA profiling of teosinte subject to alternate treatments with drought and submergence revealed that submergence as the first stress attenuated the response to drought, while drought being the first stress did not alter the response to submergence. The miRNAs identified herein, and their potential targets, indicate that control of development, growth, and response to oxidative stress could be crucial for adaptation and that there exists evolutionary divergence between these two subspecies in miRNA response to abiotic stresses.

## 1. Introduction

As a consequence of global warming, hydrological fluctuation events such as excessive rainfall and droughts are common and projected to continue in the future, affecting economic activities [1]. Alterations in water availability in the field, either caused by water surplus or deficit, produce water stress in plants that negatively impacts the growth and productivity of crops worldwide [2].

Flooding affects the properties of soil and the composition of associated microbial communities [3] and reduces the availability of nutrients and flux of oxygen to the plant. This leads to hypoxic stress at the cellular level, especially when the column of water exceeds the length of the stem (i.e., submergence) [4,5]. In response to flooding stress, plants express genes known as hypoxia core genes (HCG) that promote anaerobic metabolism [6]. Additionally, some plants use the escape strategy by redirecting growth to stem elongation to overpass the column of water and maintain the oxygen flux. Plants may also delay growth, flowering, and other processes that are energetically expensive, as part of a strategy known as quiescence to save resources useful to reestablish normal growth when the water level recedes [7]. On the contrary, when water availability is limited, as in the case of drought, plants undergo a similar series of changes to adapt to the adverse conditions, which include stomatal closure with limitations in CO_2_ uptake and reduction in photosynthetic activity, increase in root elongation rate, early or delayed flowering time, and other physiological and morphological changes [8].

Cellular dehydration caused by drought, and hypoxia driven by submergence, trigger a cascade of adaptive responses that are regulated at the molecular level in plants and are directed to maintain vital functions and protect structures from damage. Since cellular protection is a priority during stress, it has been shown that some responses to dehydration and excess water have common molecular effectors acting as nodes in the crosstalk between responses to drought and submergence [9,10,11]. This may have allowed wild plants to evolve tolerance mechanisms to cope with alternate drought and flooding events, which commonly occur consecutively in some regions of the world [12,13].

Maize (*Zea mays* ssp. *mays*) is one of the main dietary cereals in the world [14]. In the United States, the world’s main maize producer, extreme drought and excessive rainfall are the first and second major causes of losses in maize production, respectively, with both affecting yields to a comparable extent [15]. According to archeological, botanical, and genetic evidence, maize was domesticated from its single ancestor teosinte (*Zea mays* ssp. *parviglumis*) around 10,000 years ago [16,17]. It is estimated that maize retained 83% of the nucleotide diversity from its ancestor [18]. During domestication and breeding, maize has been subject to selection for traits that are beneficial to improve feeding quality and yield, while other traits like tolerance to stress could have been lost. For this reason, teosinte is considered a living reservoir of genes and mechanisms that could be of importance to improve tolerance to stress in maize [19,20].

MicroRNAs (miRNAs) have been proposed as promising targets for developing plants with improved tolerance to multiple abiotic stresses [21]. miRNAs are small RNA molecules with pivotal roles in the response to environmental stresses in plants that usually act as negative regulators of gene expression via silencing target genes, which are recognized by sequence complementarity and subsequently targeted for degradation and/or translation inhibition [22]. With the development of new platforms for the high-throughput sequencing of small RNAs, several miRNAs involved in the response to drought or submergence have been described in plants such as *Arabidopsis thaliana* [23,24], *Brachypodium distachyon* [25,26], *Oryza sativa* [27], *Nelumbo nucifera*, [28] and *Zea mays* [29,30].

According to miRBase, 325 mature miRNAs from 174 miRNA precursors have been identified in maize [31], and some of them have been reported to be responsive to drought [32,33], submergence, [34] or waterlogging [35]. For example, miR159, miR164, miR167, miR393, miR408, and miR528 are upregulated by short-term waterlogging in roots of maize lines with high tolerance and suggest the involvement of hormonal control in the response mediated by miRNAs [30]. Another study of two maize lines, with contrasting tolerance to drought, observed the downregulation of miR164 and upregulation of miR159, miR390, and miR398 in the tolerant line compared with the sensitive line [29]. However, it is not clear how miRNAs are regulated in teosinte under submergence or drought stress and whether miRNA response to these stresses is conserved during maize domestication and breeding.

Therefore, this study aimed to identify microRNAs expressed in maize and teosinte under submergence and drought stress in order to analyze the conserved and differential mechanisms of response in these plants. For this, we used high-throughput small RNA sequencing to profile maize and teosinte under submergence, drought, and consecutive drought and submergence stresses. We found a group of miRNAs that were regulated by drought or submergence, including some miRNAs that were differentially regulated in the two species. Analyses of small RNA data from teosinte subject to alternate treatments of drought and submergence indicated that miRNA response to drought was attenuated when submergence was the first stress treatment, but miRNA response to submergence did not change when drought stress was applied first. The potential targets of these miRNAs indicate that control of development, growth, and response to oxidative stress could be crucial for understanding the conservation and divergence of stress tolerance between maize and teosinte.

## 2. Results

### 2.1. Physiological Response of Maize and Teosinte to Submergence and Drought

With the objective to determine a time period of treatment for RNA collection, maize seedlings with two vegetative leaves and 14 days after sowing (stage V2, 14 DAS) were exposed to submergence for 2, 4, and 6 days (Figure 1A). All treatments induced growth reduction in maize, but plants submerged for 4 or 6 days developed necrotic spots on the leaves, and plants treated for 6 days were not able to recover from the stress. Therefore, a 2 day submergence treatment was selected for subsequent assays. Similarly, drought assays were performed on maize seedlings that were deprived of water until they reached half their initial weight and were maintained under this level of water limitation for 2, 4, 6, and 8 days (Figure 1B).

Drought caused a reduction in the growth of maize plants when compared with control plants, but this reduction was stabilized, which may be explained by the fact that pots were maintained at a constant, intermediate water deficit condition, and not exposed to progressive drought stress. Based on these observations, maize and teosinte plants were exposed to submergence for 2 days and drought for 8 days, and the submergence tolerance coefficient (STC) and relative water content (RWC) were registered for the respective treatments. Submergence affected the growth of maize and teosinte seedlings to a similar extent, since STC was not significantly different (Figure 1C). There were also no significant differences in RWC between maize and teosinte in control, drought, and 24 h of recovery after the stress (Figure 1D). These results suggest that both plants are able to sense and respond to stress by adjusting water status and growth to a similar extent at this stage. This is expected because both maize CML496 and teosinte grow in conditions prevalent in the tropics, where drought, high temperature, and extreme seasonal variations in monthly rainfall are commonly observed. Therefore, this constitutes a solid system to investigate the intra-specific conservation and divergence in the response to stress between maize and its direct ancestor that lead to adaptation in both plants.

### 2.2. Overall Analysis of Small RNA Sequencing Data

The alterations in growth, STC, and RWC observed in maize and teosinte seedlings in the assays suggest that the times and stress intensities can help to study molecular responses in both plants. Accordingly, maize and teosinte seedlings exposed to 2 days of submergence or 6 days of constant drought were selected for profiling the microRNA populations involved in the corresponding responses. In addition, teosinte seedlings exposed to alternated stress of drought-submergence and submergence-drought were also selected.

High-throughput sequencing of small RNA libraries prepared from teosinte and maize under submergence, drought, and alternated stress rendered from 16 to 46 million raw reads (Table 1), with PHRED score above 30 (Figure S1). 

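Shoots of maize (tropical line CML496) and of teosinte (Zea mays ssp. parviglumis), the wild ancestor of maize, were collected 28 days after sowing (DAS) in every treatment. Submergence began at 26 DAS and lasted 48 h. For drought, the paper gives a start at 12 DAS with 6 days without water, followed by 6 days at a constant water deficit; as stated, these periods end before the harvest. In drought-submergence, teosinte was deprived of water from 14 DAS for 6 days, held at the water deficit for 6 days and then submerged for 48 h. In submergence-drought, teosinte was submerged for 48 h from 12 DAS, left without water for 8 days and then held at the deficit for 6 days. Each treatment had 3 biological replicates of 6 plants. From each replicate 4 µg of RNA were pooled into 12 µg, from which a single library was made with 15 PCR cycles. The 8 libraries, 3 of maize and 5 of teosinte, thus hold 1 measurement per condition, and no difference between the libraries can be set against a spread between replicates. The replicated qRT-PCR of the paper was not analysed here. The authors removed adapters, low-quality reads and reads outside 18 to 35 nt, and deposited the number of clean reads of every distinct sequence in each library, neither aligned nor normalized. From these counts, each count was divided by the total of clean reads of its library to give TPM, and the fold change was computed as log2 of TPM in the treatment over TPM in the control, with a count of 0 set at 1 as in Table S1. The 95% interval given in brackets after a fold change is an exact (Clopper-Pearson) interval on the reads of both libraries. Such an interval covers counting error only, because the reads carry no molecular identifiers, and it compares those libraries, not the conditions. Following the paper, a fold change of at least 1 was called upregulated and of at most −1 downregulated. Besides the total of clean reads, the counts were scaled by the sum of the listed miRNA sequences, by edgeR's TMM factors, by quantile normalization, by the U6 factors contained in Table S1, and by the paper's number of reads mapped to maize. The TMM factors and quantile normalization were computed on the listed miRNA sequences alone. Like their sum, they largely remove a change shared by most of these sequences, so they cannot show whether such a change occurred.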

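In the maize control library 70.9% of the clean reads were 24 nt long, against 72.7% under submergence and 77.5% under drought. The corresponding shares in teosinte were 70.5% in the control, 73.8% under submergence and 76.9% under drought. They were lower in the alternated treatments, with 58.6% in drought-submergence and 63.5% in submergence-drought. At this depth the 95% Wilson interval of each of these shares is narrower than its last digit. Reads of 20 to 22 nt, which include most mature miRNAs, made up 12.0% of the maize control library, 6.18% of the maize submergence library and 7.22% of the maize drought library. In teosinte they ranged from 4.04% under submergence to 8.23% in submergence-drought. Reads of 25 to 28 nt ranged from 3.91% in the maize control library to 22.1% in the teosinte drought-submergence library.

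**Figure D1:**
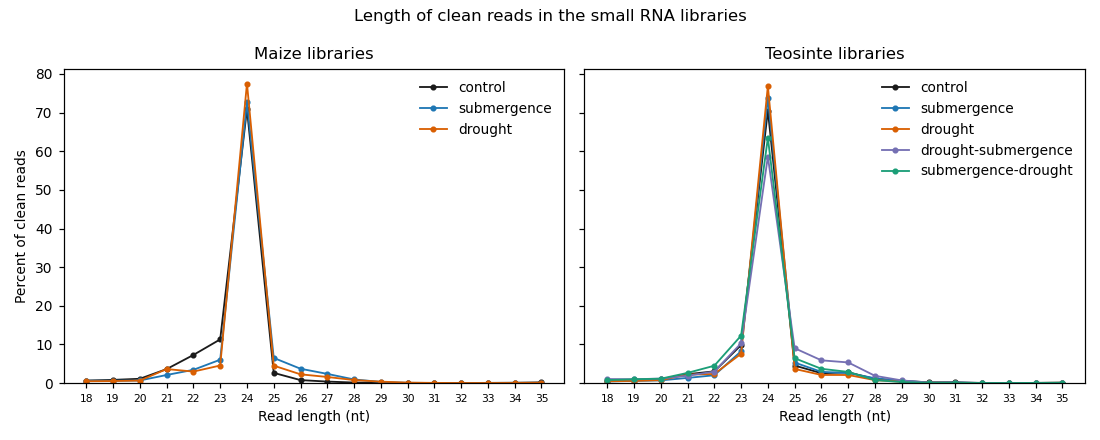
Percent of clean reads (y axis) at each read length in nt (x axis), with 1 line per library, for the 3 maize and the 5 teosinte libraries. All 8 lines peak at 24 nt, from 58.6% in drought-submergence to 77.5% in maize under drought.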

After removing low-quality reads and adapters, the libraries were analyzed for size distribution of reads, revealing an enrichment of 24 nt sRNAs across the libraries (Figure S2). 

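The deposited counts add up to 14897779 reads in the maize control, 24569295 in the maize submergence and 29744848 in the maize drought library. In teosinte they add up to 18956754 in the control, 26297921 under submergence, 26961261 under drought, 15761515 in drought-submergence and 41917780 in submergence-drought. The number of distinct sequences ranged from 4516822 in the maize control to 11744888 in submergence-drought. A sequence with no read has an upper limit of 3 reads, which is 0.201 TPM in the maize control library and 0.0716 TPM in submergence-drought. Sequences read a single time made up 42.1% of the distinct sequences in the maize control library and from 60.3% to 75.3% in the other 7. When every library was thinned at random to the depth of the maize control, the other libraries still held from 5215937 to 6536413 distinct sequences.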

Reads less than 18 or longer than 35 nt were removed, resulting in a number of clean reads ranging from 14.8 to 41.9 million (Table 1).

On average, 99.7% of the clean reads were mapped to the maize genome. 

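The sequences that the authors annotated as plant miRNAs without mismatches (Table S1) accounted for 412268 of the clean reads in the maize control library, a share of 2.77% (95% Wilson interval 2.76% to 2.78%). Their share was 1.06% (1.06% to 1.07%) under submergence and 2.68% (2.67% to 2.68%) under drought. In teosinte the share was 0.930% in the control, 0.366% under submergence, 1.12% under drought, 0.302% in drought-submergence and 0.818% in submergence-drought. The smallest number of miRNA reads behind these shares was 47529, in drought-submergence. With the paper's reads mapped to maize as the total, the maize control share was 2.77% and the drought-submergence share 0.302%. With only sequences of 20 to 22 nt counted, they were 2.60% and 0.247%.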

From the reads mapped to the maize genome, less than 3% represented plant miRNAs reported in the miRBase (Table 1). Interestingly, libraries from teosinte showed the lowest percentage of miRNAs (approximately 0.74% for teosinte and approximately 2.19% for maize), suggesting a potential underrepresentation effect caused by the absence of teosinte miRNAs in the miRBase. However, the percentage of teosinte reads that were mapped to the maize genome (approximately 99.75%) was the same as that for maize (approximately 99.77%), indicating that differences are likely due to lower levels of miRNA expression in teosinte. In addition, a reduced abundance of plant miRNAs under submergence stress was observed in both maize and teosinte, and in teosinte treated with drought-submergence stress compared with the corresponding controls (Table 1). 

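The mean share of miRNA reads was 2.17% over the 3 maize libraries and 0.707% over the 5 teosinte libraries, which differ in treatment. Between the control libraries, the log2 ratio of teosinte to maize was −1.57 [−1.58, −1.57]. The ranges of both plants met, since the lowest maize share, under submergence, was below the highest teosinte share, under drought. The choice of total moved this ratio most: with reads of 20 to 22 nt as the total, the listed miRNA reads of all lengths amounted to 14.9% in the teosinte control and 23.1% in the maize control, a log2 ratio of −0.63. Without the most abundant sequence of each library the log2 ratio was −1.41. From mapping rates that were alike in both plants, the paper proposes that the difference comes from lower miRNA expression in teosinte.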

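Relative to its control library, the miRNA share under submergence had a log2 ratio of −1.38 [−1.39, −1.37] in maize and −1.35 [−1.36, −1.33] in teosinte, and in drought-submergence one of −1.62 [−1.64, −1.61]. Under drought the log2 ratio was −0.05 [−0.05, −0.04] in maize and 0.27 [0.26, 0.28] in teosinte, and in submergence-drought −0.19 [−0.19, −0.18]. A few sequences carry these shares. The most abundant of them held 43.6% of all listed reads over the 8 libraries and the 5 most abundant held 82.6%. With the most abundant sequence of each library left out, the ratios under submergence were −1.25 in maize and −1.43 in teosinte. The drought ratios then were −0.93 in maize and −0.13 in teosinte, the latter with its sign reversed. Under submergence the largest shift came with reads of 20 to 22 nt as the total, which gave −0.42 in maize and −0.71 in teosinte under submergence, −1.57 in drought-submergence and 0.68 in maize under drought.

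**Figure D2:**
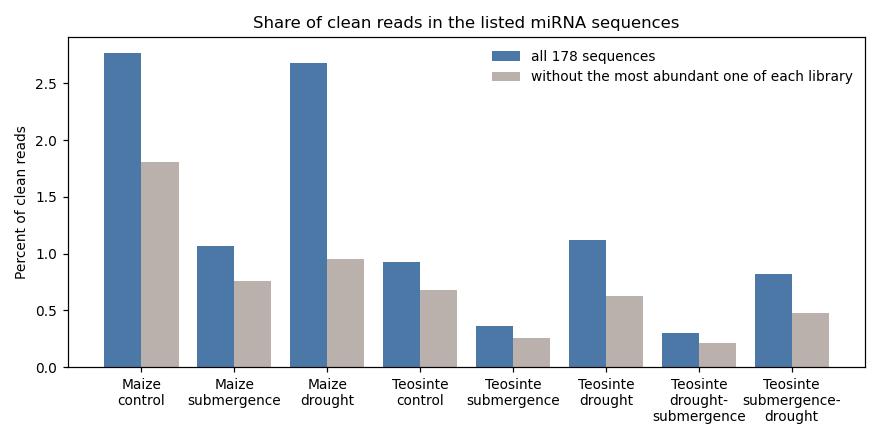
Percent of clean reads (y axis, from 0) that belong to the 178 listed miRNA sequences in each of the 8 libraries, with all sequences and without the most abundant sequence of each library (paired bars). In maize under drought the share is 2.68% with all sequences and 0.950% without the most abundant one.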

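All listed sequences reached at least 50 reads in at least 1 library, and 32 of them did so in all 8. They were 18 to 27 nt long, with 103 of them at 20 to 22 nt. By the paper's annotation, 118 matched a mature miRNA or a variant of its ends and 60 matched another part of a precursor. Of the 1424 counts of these sequences, 1360 were identical in the deposited counts and in Table S1, and the other 64 were 0 in the deposited counts and 1 in Table S1. The most abundant sequence, TTTGGATTGAAGGGAGCTCTG of the miR159 family, had 142855 reads in the maize control, 513358 in maize under drought and 13396 in teosinte drought-submergence.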

After removing low frequency reads and normalization to tags per million (TPM), 178 miRNA sequences in total (118 mapping to maize and 60 to miRNAs of other plants) were expressed across the libraries (Table S1).

### 2.3. Global Changes in Expression of miRNA Sequences in Response to Stress

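With the total of clean reads as scaling, 168 of the listed sequences had a fold change past 1 or −1 in at least 1 of the 6 comparisons with the control of the same plant, 110 with a maize name and 58 named after other plants. Restriction to sequences of 20 to 22 nt moved this number most, to 98. In 1000 simulations of treatment libraries with unchanged abundances and counting error only, the mean number of such calls was 2.82 for maize submergence against 124 observed, 2.81 against 99 for maize drought, 10.8 against 109 for teosinte submergence, 10.6 against 56 for teosinte drought, 11.6 against 96 for drought-submergence and 17.4 against 56 for submergence-drought. Except for quantile normalization, each scaling shifts all fold changes of a comparison together. With the sum of miRNA reads as the total, the fold changes shift by 1.38 for maize submergence, 0.05 for maize drought, 1.35 for teosinte submergence, −0.27 for teosinte drought, 1.62 for drought-submergence and 0.19 for submergence-drought. The TMM factors shift them by 1.31, 0.95, 0.94, 0.05, 0.68 and 0.11 in the same order, and the U6 factors by −0.42, −0.48, 0.61, −0.09, −1.08 and 0.32.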

Further analysis revealed that 164 miRNA sequences (110 from maize and 54 annotated in other plants) were differentially expressed in maize and/or teosinte in response to at least one of the treatments (Table S1).

Regarding submergence stress, maize and teosinte showed common expression profiles of 10 upregulated and 72 downregulated miRNA sequences (Figure 2A). 

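In the maize submergence library 24 sequences were upregulated and 100 downregulated, and in the teosinte submergence library 14 and 95. The upregulated sequences were mostly named after other plants, 20 in maize and 11 in teosinte, and the downregulated ones mostly had maize names, 81 and 69. The split between both directions depended on the scaling, and the miRNA sum, TMM and quantile scalings largely take out a decrease shared by the miRNAs. In maize it was 55 up and 59 down with the sum of miRNA reads as the total, 53 and 59 with TMM factors, and 56 and 62 with quantile normalization. In teosinte it was 41 up and 26 down with the miRNA sum, 24 and 49 with TMM, 22 and 64 with U6, and 24 and 30 with quantile normalization. The number downregulated in both plants was lowest, at 12, with the miRNA sum. Among the changed sequences, 13 in maize and 24 in teosinte had 3 reads or fewer in 1 of both libraries, and 51 in teosinte had fewer than 50 reads in both.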

A total of 42 miRNA sequences (14 upregulated and 28 downregulated) were regulated exclusively in maize, while 27 miRNA sequences (4 upregulated and 23 downregulated) were exclusive of teosinte (Figure 2A). 

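Among the listed sequences with more than 3 reads in both libraries, the largest decreases in maize under submergence were in 2 mature sequences. The 21-nt miR408b sequence CAGGGACGAGGCAGAGCATGG went from 5068 to 102 reads, a fold change of −6.36 [−6.65, −6.07], and the 20-nt miR528 sequence TGGAAGGGGCATGCAGAGGA from 5792 to 129 reads, −6.21 [−6.47, −5.96]. The latter is the miR528 sequence without its last base. Forms trimmed by up to 3 bases at that end made up 7.35% of trimmed and full-length reads together in the maize control library. In the other 7 libraries this share was 0.416% to 1.04%. The largest increases were in a 25-nt sequence named after soybean MIR4995, from 20 to 536 reads (4.02 [3.38, 4.75]), and in one named after asparagus MIR159, from 54 to 718 reads (3.01 [2.61, 3.44]). In teosinte under submergence the same 21-nt miR408b sequence went from 1208 to 66 reads, −4.67 [−5.05, −4.31], and its 20-nt form CAGGGACGAGGCAGAGCATG from 352 to 23 reads, −4.41 [−5.08, −3.80]. The largest increases in teosinte were in sequences named after soybean MIR4995 of 25 nt (16 to 121 reads, 2.45 [1.69, 3.30]) and 24 nt (43 to 320 reads, 2.42 [1.96, 2.92]). None of these sequences changed sign under another scaling.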

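Under drought, 28 sequences were upregulated and 71 downregulated in maize, and 24 were upregulated and 32 downregulated in teosinte. Both plants shared 7 upregulated and 22 downregulated sequences. In maize the split was 59 up and 46 down with TMM factors, 19 and 98 with U6 factors, and 52 and 49 with quantile normalization. In teosinte it was 15 up and 44 down with the sum of miRNA reads as the total. When the whole 95% interval had to lie past the threshold, 18 sequences remained upregulated in maize and 5 in teosinte, and 12 were downregulated in teosinte. In teosinte 31 of the changed sequences had fewer than 50 reads in both libraries, and in maize 6.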

A similar trend in the number of miRNAs responsive to stress, with lesser miRNAs being regulated in teosinte than in maize, was observed for drought treatments (Figure 2B). 

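The largest decreases in maize under drought were in the 20-nt form of miR528 (5792 to 176 reads, −6.04 [−6.26, −5.82]) and in the miR398a sequence GGGGCGAACTGAGAACACATG (190 to 8 reads, −5.57 [−6.80, −4.56]). The largest increases were in the sequence named after asparagus MIR159 (54 to 1238 reads, 3.52 [3.13, 3.94]) and in a 25-nt sequence named after soybean MIR4995 (5 to 60 reads, 2.59 [1.29, 4.26]). In teosinte under drought a 23-nt sequence named after poplar MIR2916 went from 264 to 55 reads (−2.77 [−3.22, −2.35]), and the 24-nt MIR167d precursor sequence TGCCAGCATGATCTAGCTCTGAGT from 138 to 44 reads (−2.16 [−2.68, −1.66]). The largest increases in teosinte were in TTGGACTGAAGGGTGCTCCCT of miR319 (24 to 154 reads, 2.17 [1.55, 2.86]) and TTGACAGAAGAGAGTGAGCAC of miR156 (231 to 1255 reads, 1.93 [1.73, 2.14]). The signs were the same under all scalings.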

The analysis revealed 70 miRNA sequences (21 upregulated, 49 downregulated) regulated exclusively in maize, while 27 were differentially expressed only in teosinte (17 upregulated, 10 downregulated).

The overlap between submergence and drought responses in maize and teosinte showed that in maize, most of the miRNAs (68 sequences) were downregulated in both submergence and drought (Figure 2C), whereas in teosinte, the number of sequences downregulated exclusively in submergence was the highest (69 sequences; Figure 2D).

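In maize, submergence and drought shared 20 upregulated and 68 downregulated sequences, while 4 were upregulated and 32 downregulated under submergence alone, and 8 and 3 under drought alone. In teosinte both stresses shared 7 upregulated and 26 downregulated sequences, with 7 up and 69 down under submergence alone, and 17 up and 6 down under drought alone. Both stresses are compared with the same control library, which by itself makes calls coincide. In simulations of unchanged libraries against that control, with counting error only, the mean number of sequences changed alike was 1.42 in maize (middle 95% of simulations up to 4), against 88 observed, and 5.11 in teosinte (middle 95% of simulations up to 9), against 33 observed. A control library that departs from other controls by more than counting error would make further calls coincide, which these simulations leave out. The maize control did differ, with 42.1% of its sequences seen once at equal depth, against 66.8% to 75.8% elsewhere. Sequences of 21 and 22 nt outside the list had median fold changes of −0.60 and −0.72 in maize submergence and −0.85 and −1.00 in maize drought. At 24 nt the medians were −0.01 and 0.04, and at 25 to 35 nt 2.62 and 0.80. The 68 sequences shared by both stresses in maize became 39 with TMM factors and 41 with quantile normalization. The 69 specific to submergence in teosinte became 13 with the miRNA sum, 32 with TMM, 40 with U6 and 19 with quantile normalization.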

In addition, small RNA libraries from teosinte exposed to alternated water stress were analyzed to assess the effects of consecutive treatments of drought and submergence on miRNA expression. Figure 2E shows that 18 miRNA sequences (5 upregulated and 13 downregulated) were differentially expressed in a similar pattern in response to submergence, drought, and alternated drought-submergence treatments. 

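The sequences changed alike in all 3 comparisons share the teosinte control library. Unchanged libraries simulated against it with counting error only gave a mean of 2.54 such sequences (middle 95% of simulations up to 6). With sequences required to have at least 50 reads in 1 of the libraries compared, 4 were changed alike, and with a 95% interval past the threshold, 3. In drought-submergence the largest decreases were in the full-length miR528 sequence TGGAAGGGGCATGCAGAGGAG (47386 to 3835 reads, −3.36 [−3.41, −3.31]) and in the miR398a sequence GGGGGCGAACTGAGAACACAT (546 to 54 reads, −3.07 [−3.50, −2.67]). Its largest increases were in sequences named after soybean MIR4995 of 24 nt (43 to 196 reads, 2.45 [1.97, 2.97]) and 26 nt (43 to 188 reads, 2.39 [1.91, 2.91]).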

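In drought-submergence 17 sequences were upregulated and 79 downregulated. The sequences changed alike in drought-submergence and submergence were 63.3% of the 109 changed under submergence, and those changed alike in drought-submergence and drought were 39.3% of the 56 changed under drought. For libraries simulated as unchanged against the shared control, with counting error only, the mean overlaps were 4.26 (middle 95% of simulations up to 8) with submergence and 4.18 (middle 95% of simulations up to 8) with drought. The direction of the calls varied with the scaling, with 64 up and 14 down with the miRNA sum, 23 and 45 with TMM, 5 and 139 with U6, and 35 and 28 with quantile normalization. The overlap with submergence was 31 with the miRNA sum and 28 with quantile normalization. The overlap with drought was 12 with the miRNA sum and 37 with U6. In drought-submergence, 26 of the changed sequences had 3 reads or fewer in 1 library and 48 had fewer than 50 in both.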

The number of miRNA sequences (69) overlapping between drought-submergence and submergence (representing 63% of total sequences in submergence) was higher compared with only 22 miRNA sequences between drought-submergence and drought (39% of total sequences in drought; Figure 2E), indicating that when submergence is the second stress, it has the strongest effect on miRNA expression.

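In submergence-drought 30 sequences were upregulated and 26 downregulated, or 36 and 14 with the miRNA sum as the total and 44 and 11 with U6 factors. The sequences changed alike in submergence-drought and drought were 37.5% of those changed under drought, and those changed alike in submergence-drought and submergence numbered 28, or 25.7% of those changed under submergence. In the simulations with an unchanged treatment, which hold counting error only, the mean overlaps were 4.78 with drought (middle 95% of simulations up to 9) and 4.87 with submergence (middle 95% of simulations up to 9). The drought overlap fell to 5 when the 95% interval had to lie past the threshold. The largest decreases were in the miR166m sequence GGAATGTTGGCTGGCTCGAGG (191 to 88 reads, −2.26 [−2.64, −1.89]) and in the 24-nt MIR166f precursor sequence GAATGACGTCCGGTCCGAACAAGC (213 to 130 reads, −1.86 [−2.18, −1.54]). The largest increases were in sequences named after soybean MIR4995 of 23 nt (4 to 96 reads, 3.44 [2.04, 5.34]) and 24 nt (43 to 550 reads, 2.53 [2.08, 3.02]). These signs held under the other scalings.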

When submergence is followed by drought, 21 out of 56 miRNA sequences regulated under drought overlapped between submergence-drought and drought treatments (37% of sequences in drought), indicating that when submergence is the first stress, it affects the subsequent response to drought in teosinte (Figure 2F).

### 2.4. Redundancy of miRNA Reads Annotated to miRBASE and Grouping of Representative Sequences

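Of the 178 listed sequences, 105 contain, or are contained in, a more abundant sequence of the list. The list is also incomplete for such forms: 4 sequences of 20 to 22 nt that lie inside a listed maize sequence are not in it, with 28177 reads in all libraries together.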

The data showed a high level of redundancy of reads in the libraries annotated to miRBASE, mainly caused by positional variants of mature miRNAs and other sequences matching miRNA precursors. Regrouping of mature miRNAs, positional variants derived from the same mature sequence, and sequences that exactly match those from other plants but with a close similarity to known maize miRNAs (i.e., differing by one or two nucleotides in the 5′ or 3′ ends), rendered 67 representative sequences belonging to 23 miRNA families (Table S2).

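Table S2 places 177 of the listed sequences in the groups. Of the groups, 28 hold more than 1 sequence, and the largest holds 20. For the groups, the counts of all members, with each 0 set at 1, were added per library before the fold change and its interval were computed. This added between 6 and 11 to the reads of miR408 in 4 of the teosinte libraries and at most 1 to those of any other main miRNA. Reads printed for a group are those counted, without this addition. The 84 fold changes that the paper prints for its main miRNAs and for miR166c differed from those recomputed from the deposited counts by at most 0.00796.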

### 2.5. Search for Novel miRNAs

In order to identify new variants of known miRNAs in teosinte, a search was performed against the miRBASE, allowing up to two mismatches in the mature or precursor sequences. This rendered 102 polymorphic variants that showed the same expression profiles as those of their corresponding exact sequences (Table S3). However, these sequences failed to provide a perfect hit to the reference genome, which did not allow the analysis of a putative precursor sequence. 

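Each of the 102 variants was compared with the listed sequence nearest to it. For 97 of them the nearest listed sequence was at an edit distance of at most 1, for 3 at 2 and for 2 farther away, and together they belonged to 23 listed sequences. The variants had a median of 572.5 reads over the 8 libraries. The sign of the fold change was that of the nearest listed sequence for 79 of the variants in maize submergence, 71 in maize drought, 92 in teosinte submergence, 61 in teosinte drought, 83 in drought-submergence and 62 in submergence-drought. The same call was made for 69, 79, 55, 68, 58 and 61 variants in the same order. With at least 10 reads required in both libraries, the sign was shared by 67 of 89 variants in maize submergence and 47 of 82 in teosinte drought. Of the variants, 27 differ by a single base from an exact sequence of the same length, and their reads were between 0.00746% and 26.3% of those of that sequence.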

We also searched for potential novel miRNAs in our datasets and generated several candidates, but after a detailed inspection, they did not comply with the criteria for annotation of novel miRNAs in terms of secondary structure and/or distribution of reads along the potential precursor [36].

### 2.6. Analysis of miRNAs Responsive to Submergence and Drought in Maize and Teosinte

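The fold changes of the miRNA groups rest on the summed reads of their members, and those at both ends of the range rest on few reads. The miR166bd group had 521 reads in the maize control and 41 under submergence, a fold change of −4.39 [−4.89, −3.93]. The miR319b group had 24 reads in the teosinte control and 154 under drought, and its only member is TTGGACTGAAGGGTGCTCCCT. The mature sequence of the miR166bd group, GGAATGTTGTCTGGTTCAAGG, is encoded by MIR166b on chromosome 1 (228668861 to 228668976 of the Zm-B73-REFERENCE-NAM-5.0 assembly) and MIR166d on chromosome 5 (22886736 to 22886839), and MIR319b lies on chromosome 3 (2845355 to 2845567). In the same assembly MIR156k lies on chromosome 6 (106015334 to 106015456), MIR164e on chromosome 1 (46682211 to 46682326), MIR159a and MIR159b on chromosome 8 (from 10813534 and 10999667), MIR398a on chromosome 2 (174005186 to 174005325), MIR398b on chromosome 7 (39570018 to 39570125), MIR408a on chromosome 3 (58672028 to 58672218), MIR408b on chromosome 8 (39555889 to 39556035), MIR528a on chromosome 1 (6365328 to 6365450) and MIR528b on chromosome 9 (159883587 to 159883664). Across the 78 fold changes of the 13 miRNAs, the scaling moved the calls most. With the miRNA sum as the total, 52 kept their call, 21 lost it and 5 gained one. The numbers that kept their call were 61 with TMM, 62 with U6 and 54 with quantile normalization.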

In the group of 67 representative non-redundant miRNA sequences, 13 were identified as responsive to at least one of the stress conditions, with fold change values ranging from −4.39 for the most downregulated miRNA (miR166bd) to 2.17 for the most upregulated miRNA (miR319b) (Table 2). 

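The sequence named after bean MIR482 had 2 reads in the maize control, 303 under submergence and 294 under drought. With the control set at 3 reads, it was 61.2-fold and 49.1-fold higher, fold changes of 5.94 [4.38, 8.22] and 5.62 [4.06, 7.90]. That named after Lotus MIR1511 had no read in the maize control, 60 under submergence and 65 under drought. With the control again set at 3 reads, it was 12.1-fold and 10.9-fold higher, fold changes of 3.60 [1.98, 5.92] and 3.44 [1.83, 5.75]. Both were near 0 in all teosinte libraries, with at most 5 reads, and 127 sequences outside the list have a similar pattern of presence in both maize stress libraries only. Reads from another organism are possible, so these increases may not be a response of maize. The group named after soybean MIR4995 went from 138 reads in the maize control to 1621 under submergence, a fold change of 2.78 [2.53, 3.04], and to 829 under drought, 1.54 [1.28, 1.80], both computed with its members without a read set at 1. In teosinte its fold changes were 1.30 [1.16, 1.43] under submergence, 0.73 [0.59, 0.87] under drought, 2.01 [1.88, 2.15] in drought-submergence and 1.61 [1.49, 1.74] in submergence-drought, none of which changed sign under another scaling. The group named after poplar MIR2916 had a fold change of −1.91 [−2.06, −1.76] in teosinte under submergence and −1.70 [−1.84, −1.57] under drought, 0.20 [0.10, 0.31] in drought-submergence, negative (−0.88) with U6 factors, and −1.09 [−1.20, −0.98] in submergence-drought. In maize its fold change was −0.36 [−0.55, −0.18] under submergence, positive with the miRNA sum, TMM and quantile scalings, and 0.22 [0.05, 0.39] under drought, negative with U6 factors.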

Besides these miRNAs, others showing differential expression such as miR1511, miR2916, miR482, and miR4995 (Table S2), were discarded from the analysis due to failure to hit the maize genome or originating from ribosomal RNA or transposons.

Overall, the grouping of miRNAs presented a clear picture of the stress response. Changes in miRNA expression were more marked in maize than in teosinte for most miRNAs downregulated under submergence, suggesting that maize plants could be more sensitive or reactive to submergence than teosinte in terms of miRNA responses. miRNAs that were specifically downregulated in maize were miR159ab, miR164e, miR166bd, miR167cdeg, miR169cr, miR396cd, and miR398b (Table 2).

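Under submergence 11 of the 13 miRNAs were downregulated in maize and 8 in teosinte, and none was upregulated. With the miRNA sum as the total, these numbers were 6 and 2. In maize the fold change was −2.95 [−3.44, −2.48] for miR156k, −2.18 [−2.19, −2.16] for miR159ab, −4.25 [−5.74, −3.05] for miR164e (69 reads in the control and 6 under submergence), −2.99 [−3.03, −2.95] for miR167cdeg, −3.14 [−3.95, −2.40] for miR169cr (96 and 18 reads) and −2.83 [−2.91, −2.75] for miR398b, each negative under all scalings. For miR396cd it was −1.04 [−1.17, −0.91], which turned positive with the miRNA sum, TMM and quantile scalings. In teosinte miR166bd fell by 2.78 and miR167cdeg by 1.62 on the log2 scale under submergence, under every scaling in the same direction, and the fold change of miR159ab was −1.46, positive with quantile normalization. The teosinte fold change of miR169cr was −1.05 [−1.54, −0.57], positive with the miRNA sum. Those of miR156k (−0.86 [−1.58, −0.17]), miR164e (−0.29 [−0.96, 0.39]), miR319b (−0.66 [−1.58, 0.24]), miR396cd (−0.39 [−0.60, −0.19]) and miR398b (−0.69 [−0.82, −0.56]) did not reach −1 and turned positive with the miRNA sum and TMM. With the most abundant member of the group alone, miR156k was at −1.47 and miR398b at −2.12. From the stronger decreases in maize, the paper proposes that maize is more sensitive or reactive to submergence than teosinte in its miRNA responses.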

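The fold change in maize under drought was −2.99 [−3.45, −2.55] for miR156k, from 215 to 54 reads, and −1.49 [−2.05, −0.94] for miR164e, from 69 to 49. It was −3.79 [−4.16, −3.44] for miR166bd, −2.48 [−2.51, −2.45] for miR167cdeg and −1.64 [−1.66, −1.63] for miR528ab. These 5 values were negative under all scalings, but that of miR164e was −0.54 with TMM factors and −0.75 with quantile normalization, and that of miR528ab −0.69 and −0.50. None of the others passed 1 or −1. The nearest were miR169cr at −0.95 [−1.37, −0.53] and miR398b at −0.94 [−0.99, −0.89], which turned positive, at 0.01, with TMM factors. With U6 factors 8 of the 13 were downregulated.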

In maize, drought stress repressed the expression of five miRNAs (miR156k, miR164e, miR166bd, miR167cdeg, and miR528a). In teosinte, only miR166bd and miR408 were downregulated, while five miRNAs were upregulated under drought (miR156k, miR159ab, miR164e, miR319b, and miR396cd) (Table 2).

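In teosinte under drought the fold change was 1.09 [0.57, 1.63] for miR156k, from 42 to 127 reads, 1.06 [1.05, 1.08] for miR159ab, 1.20 [0.66, 1.77] for miR164e, from 37 to 121 reads, 2.17 [1.55, 2.86] for miR319b and 1.08 [0.91, 1.25] for miR396cd. All 5 were positive under every scaling, and with the miRNA sum as the total only miR319b stayed above 1. The fold change of miR156k was 0.54 with its most abundant member alone. An unlisted 20-nt sequence inside a listed MIR156k form, not counted in the group, had 44 reads in the control and 120 under drought. The fold change of miR166bd was −1.49 [−2.08, −0.92], from 79 to 40 reads, and that of miR408 −1.76 [−2.17, −1.37], from 175 to 68 reads, −1.87 with zeros kept at 0, both negative under every scaling. The fold change of miR166bd was −0.84 with quantile normalization. The MIR408a sequence CAGGGATGAGACAGAGCATGG is counted outside the miR408 group and had more reads in the teosinte control. It went from 250 to 287 reads, −0.31 [−0.56, −0.06].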

### 2.7. Analysis of miRNAs Responsive to Alternated Stress in Teosinte

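In drought-submergence, relative to the teosinte control, 7 of the 13 miRNAs were downregulated. These were miR159ab (−1.43 [−1.45, −1.40]), miR166bd (−1.95 [−2.80, −1.18]), miR167cdeg (−1.87), miR169cr (−1.60 [−2.30, −0.95]), miR398ab (−1.56 [−1.59, −1.54]), miR398b (−1.92 [−2.13, −1.71]) and miR528ab (−3.16 [−3.20, −3.12]). With the miRNA sum as the total, miR159ab, miR169cr and miR398ab turned positive, and with quantile normalization miR159ab did. The other fold changes were −0.54 [−1.33, 0.22] for miR156k, 0.06 [−0.67, 0.78] for miR164e, −0.41 [−1.45, 0.58] for miR319b, −0.94 [−1.22, −0.67] for miR396cd, −0.88 [−1.27, −0.49] for miR408 and −0.43 [−0.52, −0.34] for miR408b. All of these 6 changed sign under at least 1 scaling, and miR156k was at −1.15 with its most abundant member alone. The number downregulated was 1 with the miRNA sum, 4 with TMM, 3 with quantile normalization and 13 with U6.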

When plants were exposed to drought-submergence conditions, the miRNA expression profile resembled that of submergence, suggesting that at the end of the drought treatment, plants were not compromised to respond to a submergence event (Table 3). The changes between drought-submergence and submergence stress were limited only to the expression of miR408. This miRNA target gene encodes plastocyanin (PLC) and laccase (LAC) involved in copper homeostasis and the formation of lignin.

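Compared directly with submergence, the drought-submergence library differed by at least 1 on the log2 scale for miR408b, at 2.14 [2.01, 2.28] (599 and 1585 reads), and miR398b, at −1.23 [−1.44, −1.02] (912 and 233 reads). The difference for miR408 was 0.91 [0.43, 1.38], from 62 to 73 reads, 0.97 with zeros kept at 0 and −0.79 with U6 factors. The members of 20 to 22 nt alone gave 1.37 for miR408 and −0.46 for miR398b, and for miR408b the most abundant member alone gave 0.69 and U6 factors 0.45. The fold change of miR398b was −0.95 with the miRNA sum as the total. The smallest difference was that of miR159ab, at 0.03, which turned negative with TMM and U6 factors and reached 1.00 with quantile normalization. From the resemblance of both profiles, the paper proposes that plants at the end of drought were not compromised in responding to submergence.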

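In submergence-drought, relative to the teosinte control, 2 of the 13 miRNAs passed the threshold, miR156k at 1.16 [0.68, 1.68] and miR164e at 1.09 [0.57, 1.64]. Both were positive under every scaling, with miR156k at 0.90 with quantile normalization. The fold change of miR166bd was −0.78 [−1.21, −0.33] and that of miR167cdeg 0.71 [0.65, 0.77], neither with a change of sign. The fold change of miR528ab was −1.00, just short of the threshold, and reached −1.51 with quantile normalization and −1.09 with its most abundant member alone. Values nearest 0 were those of miR169cr, at 0.11 [−0.25, 0.48], and miR319b, at 0.15 [−0.55, 0.90].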

When plants were exposed to submergence-drought conditions, most miRNAs were regulated in a way similar to that in plants under drought alone, but the response was attenuated. For example, miR159ab, miR319b, and miR396cd were upregulated in drought as a single stress, but when drought was preceded by submergence, regulation of these miRNAs was maintained within the same trend but at low levels (Table 3). These results suggest that plants are plastic in response to environmental cues and have the capacity to oscillate to adapt to different stresses.

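In submergence-drought the fold change of miR159ab was 0.54 [0.53, 0.56], that of miR319b rested on 59 reads, and that of miR396cd was 0.52 [0.36, 0.69], all positive under every scaling. Compared directly with drought, the differences were −0.52 [−0.53, −0.51] for miR159ab, −2.02 [−2.48, −1.58] for miR319b and −0.56 [−0.68, −0.44] for miR396cd. With quantile normalization the difference was 0.00 for miR159ab and positive, at 0.26, for miR396cd. Of the other miRNAs upregulated under drought, miR164e differed by −0.11, positive with the miRNA sum and U6 factors, and miR156k by 0.08 [−0.25, 0.41], negative with quantile normalization.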

### 2.8. Assessment and Validation of miRNA Expression by Quantitative RT-PCR

Quantitative RT-PCR assays were performed using a modified SL-RTPCR method for seven miRNAs regulated by stress. 

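The miR166c-5P group, with the sequence GGAATGTTGTCTGGCTCGAGG and the gene on chromosome 4 (155691275 to 155691366 of Zm-B73-REFERENCE-NAM-5.0), had between 1193 reads in drought-submergence and 3349 in submergence-drought. Its abundance was 96.7 TPM in the maize control, 96.8 under submergence and 95.9 under drought. In teosinte it was 91.1 in the control, 78.9 under submergence, 79.8 under drought, 75.7 in drought-submergence and 79.9 in submergence-drought. The fold changes were 0.00 [−0.09, 0.10] and −0.01 in maize, and −0.21, −0.19, −0.27 and −0.19 in teosinte, in the same order. This stability holds for the total of clean reads. With the miRNA sum as the total the fold change was 1.38 in maize and 1.14 in teosinte under submergence and 1.36 in drought-submergence, with TMM factors 1.31 in maize under submergence, and with U6 factors −1.35 in drought-submergence.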

Based on the fold change values of miRNAs expressed in the libraries, miR166c-5P was selected as a constitutive control for qRT-PCR assays, since it showed intermediate abundance levels and stable regulation in single and alternated stress conditions (Table 2 and Table 3). SL-RTPCR assays showed changes in expression similar to those observed by analysis of sequencing data for miR156k, miR159ab, miR167cdeg, miR396cd, miR398ab, miR408b, and miR528ab (Figure 3A–G).

For example, based on sequencing data, miR167 had a fold-change value of 0.12 and 0.17 in maize under submergence and drought, respectively. 

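The miR167cdeg group had 26999 reads in the maize control, 5612 under submergence and 9662 under drought. On the linear scale its ratio to the control was 0.126 under submergence and 0.179 under drought, below 1 under all scalings. Its genes MIR167c, MIR167d, MIR167e and MIR167g lie on chromosomes 5 (from 4590689), 1 (from 294538009), 7 (from 9992097) and 3 (from 120492486) of the Zm-B73-REFERENCE-NAM-5.0 assembly.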

The values obtained by SL-RTPCR were 0.39 (±0.03) and 0.40 (±0.06), respectively, which confirms that miR167 is downregulated by these treatments and thus the expression trends for upregulated or downregulated miRNAs were maintained in both methods.

### 2.9. Other Small RNAs

Mitochondria and chloroplasts are the main compartments for energy production that are affected by low water and oxygen availability and may be a source of signals to integrate the cellular response [37,38]. A search was performed in the libraries with the objective of identifying small RNAs potentially originating from maize mitochondria or plastids. For both mitochondria and plastids, the highest number of reads mapped to the subunit 2 of NADH dehydrogenase (Table S4). The reads were derived from a region spanning 53 bp of NADH dehydrogenase subunit 2 with an abundance of up to 820 TPM, comparable to miR408 abundance (Table S2). 

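Table S4 lists 105 read sequences for this region, which merge into 3 overlapping stretches, the longest of 43 nt. The most abundant, TAATTCATGATCTGGCATGTACAGAAT of 27 nt, had 15532 reads or 819 TPM in the teosinte control and 298 TPM in the maize control. The 24-nt form TAATTCATGATCTGGCATGTACAG had 309 TPM in the maize control and 225 TPM in the teosinte control. Summed over the listed sequences, the abundance was 1729 TPM in the maize control, 1913 under submergence and 1538 under drought, and 2049 TPM in the teosinte control, 839 under submergence, 963 under drought, 1098 in drought-submergence and 964 in submergence-drought. The fold change in maize under submergence was 0.15 [0.12, 0.17], but −0.70 with all reads contained in the merged region and −1.19 with reads of 20 to 24 nt alone. In teosinte under submergence it was −1.29 [−1.31, −1.26], −1.35 with all contained reads and −1.06 with those of 20 to 24 nt. The log2 ratio of the teosinte to the maize control was 0.24 and likewise turned negative, at −0.13 and −0.79.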

The second highest number of reads mapped to the trnL-trnF intergenic spacer and tRNA-Phe (trnF) gene from the maize chloroplast. Interestingly, these reads derived from a 32 bp region of the gene did not show a clear expression trend in response to stress; however, a high accumulation of reads in teosinte compared with that in maize was evident, with up to 2273 TPM, comparable to miR398 abundance (Tables S2 and S5). 

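Table S5 lists 59 read sequences for the trnF region, which merge into 1 stretch of 34 nt. Their summed abundance was 179 TPM in the maize control, 152 under submergence and 425 under drought. In teosinte it was 2279.6 TPM in the control, 1665 under submergence, 4272 under drought, 6677 in drought-submergence and 4159 in submergence-drought. The log2 ratio of the teosinte to the maize control was 3.67 [3.61, 3.73], and 0.90 [0.81, 0.98] with reads of 20 to 24 nt alone. The most abundant sequence, GTCAGGATAGCTCAGTTGGTAGAGCA of 26 nt, had 12.2 TPM in the maize control, 1226 in the teosinte control and 3616 in drought-submergence. Relative to the controls, the fold change was −0.24 [−0.31, −0.17] under submergence and 1.25 [1.19, 1.31] under drought in maize, and −0.45, 0.91, 1.55 and 0.87 in teosinte under submergence, drought, drought-submergence and submergence-drought. With reads of 20 to 24 nt alone, the maize drought value was −1.24, and the submergence values were −1.74 in maize and −1.18 in teosinte. The teosinte submergence library, at 84.0 TPM of such reads, was then below the maize control, at 102 TPM.

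**Figure D3:**
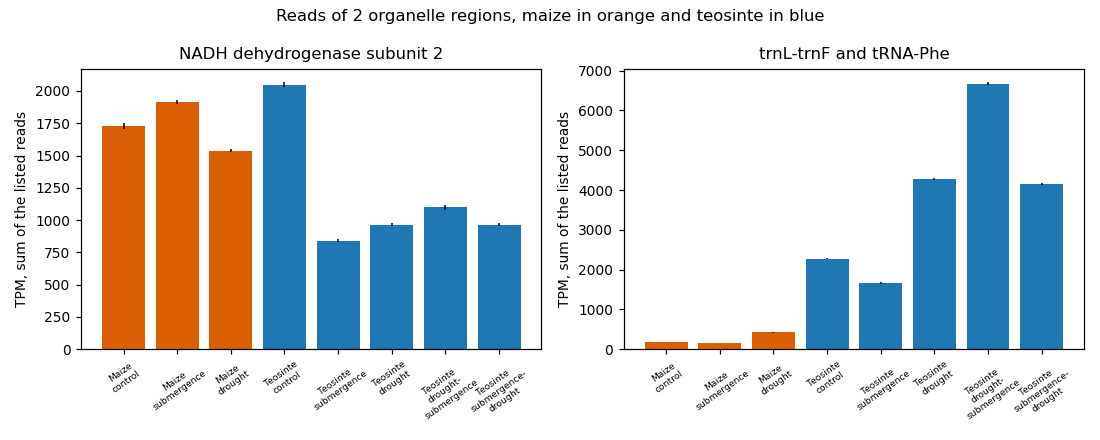
Summed abundance in TPM (y axis) of the read sequences listed for the nad2 region and the trnF region in each of the 8 libraries (x axis), with maize in orange, teosinte in blue and 95% Wilson intervals. All teosinte libraries exceed all maize libraries for trnF, with 1665 TPM as the lowest teosinte sum.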

The causes and implications of the existence of these small RNA signatures need to be investigated in the future.

## 3. Discussion

Drought and submergence represent complex conditions that can be dissected into several components such as hypoxia, nutrient, light, osmotic, temperature, and oxidative stress [39]. Understanding how the different components act to integrate the response to stress at all levels of regulation is fundamental to underpin the improvement of tolerance to drought and flooding stress in crops.

miRNAs are a class of small RNAs that act as regulators of gene expression at the transcriptional level. In this study, high-throughput sequencing and analysis of small RNA populations from maize and teosinte under submergence and drought revealed that submergence caused a global reduction in the representation of miRNA expression compared with control or drought conditions. This was observed in roots of wild tomato treated with hypoxia, where only 1.45% of total reads were expressed in hypoxia-treated roots against 2.45% expressed in control roots [40].

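To see whether the listed miRNAs stood apart from other small RNAs, their median fold change was compared with those of 10000 random lists of other sequences of the same length class and abundance. In maize under submergence the median of the 178 sequences was −1.16, against −0.15 for the random lists (95% of them between −0.48 and 0.21), at percentile 0. In teosinte under submergence it was −1.06, against −0.53 (−0.77 to −0.43), and in drought-submergence −0.83, against 0.27 (0.07 to 0.45), both also at percentile 0. In maize under drought the median was −0.67, at percentile 2.88 of lists with a median of −0.31 (−0.69 to −0.04). In teosinte under drought it was −0.06, at percentile 98.53, and in submergence-drought 0.07, at percentile 28.15. Percentiles describe these libraries and carry no replicate error. Matching on abundance without length moved the submergence-drought percentile most, to 99.98. From the reduced representation the paper states that submergence lowered miRNA expression globally.

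**Figure D4:**
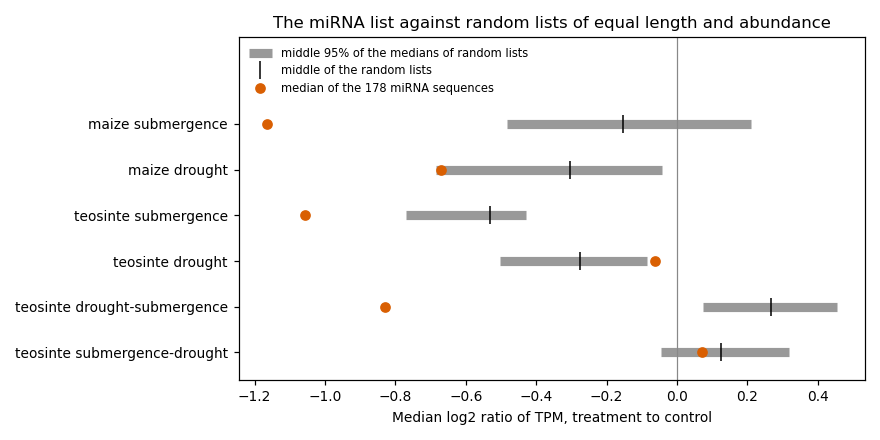
Median log2 fold change of the 178 listed miRNA sequences in each of the 6 comparisons (points), with the median and the middle 95% of 10000 random lists matched on length class and abundance (bars). The points of maize submergence, teosinte submergence and drought-submergence lie below all random lists.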

Further exploration of the expression of specific miRNA family members allowed the identification of 13 miRNAs with differential expression profiles in response to submergence and drought. The analysis of their expression patterns and functions of their predicted, or previously confirmed targets, allowed the recognition of two main components of the responses to submergence and drought in maize: transcriptional regulation and antioxidant activity.

### 3.1. Transcriptional Regulation

The growth and development processes are driven by hormonal signaling pathways that are fundamental in the response to submergence and drought in plants [41], where transcription factors and miRNAs participate. Several differentially expressed miRNAs identified in this work are known to act over target genes encoding transcription factors such as miR156 (squamosa promoter-binding protein like, SPL) [42,43,44], miR159 (giberellic acid-MYB transcription factor, GAMYB [28,29]), miR164 (NAM-ATAF-CUC domain transcription factor NAC, MYB [45]), miR166 (basic leucine zipper transcription factor, HD-ZIP III [46,47]), miR167 (auxin-responsive factor, ARF [30,35,48]), miR169 (nuclear transcription factor Y subunit alpha, NFYA [49,50,51,52]), miR319 (teosinte branched1/cycloidea/proliferating cell nuclear antigen factor, TCP [53]), and miR396 (growth-regulating factor, GRF [54,55]). Other target genes predicted in this study are listed in Table S6.

Most miRNAs in this category have been related to responses to abiotic stress. miR156 controls developmental transitions and flowering through the activity of their targets (SPL) [42,43,44] which is upregulated in *Arabidopsis* roots under hypoxia and in lotus under submergence [23,28]. Other miRNAs such as miR166 were upregulated in maize roots in response to waterlogging [34] and downregulated in *Arabidopsis* roots in response to hypoxia [23]. miR164 participates in the development of lateral roots [45] and the response to waterlogging in maize roots [30]. miR159 controls petiole elongation and flowering [56] and is upregulated in maize roots exposed to waterlogging [29]. miR167 is upregulated by waterlogging in maize roots [30,34], and downregulated in submerged lotus seedlings [28].

In this study, miRNAs in the category of transcriptional regulation overlapped between maize and teosinte in response to submergence and between submergence and drought in maize (Figure 4), indicating that the control of growth is of central importance for adaptation in maize and teosinte. Interestingly, all these miRNAs were downregulated in the overlaps. Downregulation of this set of miRNAs means that their targets may be released from post transcriptional control, which may activate hormone-responsive genes to initiate elongation (miR159), cell elongation and differentiation (miR167), transition to flowering (miR156), and other responses. In addition, it is possible that changes observed in miRNA expression at the transcriptional level are not only directed to increase growth, but also to mediate feedback in hormonal pathways, or to prepare for reoxygenation or rehydration after stress. Interestingly, the response to drought in teosinte was regulated by five miRNAs that were upregulated (miR156, miR164, miR159, miR319, and miR396). The upregulation of these miRNAs suggests that growth processes may be restricted in teosinte during drought stress (Figure 4).

### 3.2. Antioxidant Activity

Submergence and drought stress result in excessive production of reactive oxygen species (ROS) and efficient mechanisms to cope with oxidative injury are determinants of tolerance [57]. miR398, miR408, and miR528 are included in this category. miR398 target genes encode Cu/Zn superoxide dismutases (CSD1 and CSD2) that act in the defense against toxic ROS in *Arabidopsis* [58]. In *Phaseolus vulgaris,* miR398 is downregulated under drought and submergence [59] and is also downregulated in response to submergence in *Arabidopsis* [60]. We predicted other miR398 targets including a selenium-binding protein (SBP) (Table S6). An SBP was recently reported to be induced in *Arabidopsis* in response to submergence [60] and confirmed as a miR398 target by degradome analysis in maize [61]. 

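The miR398ab group, with the sequence TGTGTTCTCAGGTCGCCCCCG, had 59077 reads in the maize control and 74765 under submergence, a fold change of −0.38 [−0.40, −0.37] that turned positive with the miRNA sum, TMM and quantile scalings. In teosinte it had 46627 and 30384 reads, a fold change of −1.09 [−1.11, −1.07], positive with the miRNA sum and quantile scalings. The miR398b group had 6621 and 1536 reads in maize, and 1061 and 912 in teosinte, where its fold change was −2.12 with its most abundant member alone and −1.69 with its members of 20 to 22 nt.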

In this study, miR398 was downregulated in maize and teosinte under submergence, thereby implicating a potential increase in antioxidant activity.

Other members, such as miR408 and miR528, target genes encoding the cupredoxins PLC and LAC [62,63,64], and other genes controlling circadian clock and flowering time [65,66]. PLC functions as an electron transporter and LAC participates in the formation of lignin by oxidation. miR408 and miR528 have been previously reported to respond to submergence in Lotus seedlings and maize roots [28,30]. 

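Under submergence the fold change of miR408b was −2.14 [−2.19, −2.09] in maize and −2.57 [−2.70, −2.44] in teosinte, negative under all scalings. That of miR408 was −1.34 [−1.37, −1.31] in maize, 0.04 with the miRNA sum as the total, and −1.78 [−2.19, −1.38] in teosinte, where it rests on 175 and 62 reads and was −1.97 with zeros kept at 0. In maize most reads of the miR408 group belong to a single 24-nt precursor sequence, with 10780 reads in the control and 10688 under submergence (−0.73 [−0.77, −0.70]), while its 21-nt mature sequence went from 5277 to 130 reads (−6.06 [−6.33, −5.81]). For miR528ab the fold change was −1.30 [−1.31, −1.29] in maize, positive with the miRNA sum and TMM scalings, and −2.22 [−2.25, −2.20] in teosinte, negative under all scalings.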

In this study, miR408 and miR528 were downregulated in maize and teosinte under submergence, suggesting the maintenance of electron flux, oxidation homeostasis, and lignin synthesis (Figure 4).

### 3.3. Comparison of miRNA Expression in Maize and Teosinte

Previous work demonstrated a high level of conservation of miRNA mature sequences between maize and teosinte [67]. Thus, divergence in tolerance to stress is most likely the result of differences in gene expression between these plants. Overall, in this work maize and teosinte showed similar responses to submergence, with a clear trend toward downregulation of miRNAs involved in the control of growth, development, antioxidant response, and copper homeostasis. However, the response to submergence was more intense in maize than in teosinte for most of the miRNAs responsive to stress, especially for those miRNAs controlling growth. This suggests that maize is more reactive to submergence and responds by releasing the control on their target genes, which in turn may accelerate growth to escape from stress. 

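The difference between the maize and teosinte fold changes under submergence was −2.08 [−2.89, −1.27] for miR156k, −0.72 for miR159ab, −3.96 [−5.32, −2.59] for miR164e, −1.61 for miR166bd, −1.37 for miR167cdeg and −2.09 for miR169cr. For miR398b it was −2.14. These 7 differences were negative under all scalings. That of miR396cd was −0.65, positive with quantile normalization. The differences were positive for miR398ab (0.71), miR408 (0.44), miR408b (0.43) and miR528ab (0.92), that is, the decrease of the group was larger in teosinte. All 4 turned negative with U6 factors, miR408 also with quantile normalization and, at −1.79, with members of 20 to 22 nt only. The 21-nt mature miR408b sequence alone decreased more in maize, at −6.36, than in teosinte, at −4.67. In all, 9 of the 13 differences were negative, from 8 with TMM to 13 with U6. By counting error, 8 intervals lay below 0 and 4 above it. With 1 library per condition, these differences were not tested against the variation between plants. The maize values under either stress all rest on the maize control library, which held the fewest different sequences at equal depth.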

In teosinte, these responses were less dramatic, suggesting that a finer tuning of expression could be a key for tolerance in this plant. A similar pattern was observed in a study comparing miRNA expression in inbred maize lines with different levels of tolerance to waterlogging, where the stress sensitive line reacted by downregulating most of the miRNAs and induced target genes to accelerate growth. Instead, the tolerant line responded with a moderate level of downregulation, or even upregulation of some miRNAs to repress growth under stress [30].

In the case of drought, maize responded in a similar way as that in submergence by downregulating miRNAs to induce growth, while teosinte upregulated miRNAs to restrict growth and probably save energy resources. 

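Under drought 12 of the 13 differences between the maize and the teosinte fold change were negative, or 9 with quantile normalization. They were −4.08 [−4.74, −3.42] for miR156k, −2.69 [−3.44, −1.94] for miR164e, −2.30 for miR166bd, −2.15 for miR167cdeg, −1.38 for miR319b and −1.25 [−1.45, −1.05] for miR396cd. Only the last of these turned positive, at 0.12, with quantile normalization. In maize, miR159ab and miR319b were not decreased under drought. Their fold changes were both 0.80, positive under all scalings, and with TMM factors both reached 1.75. The maize fold change of miR396cd was −0.17, positive with TMM and quantile scalings.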

Regarding defense against oxidative stress, oxidation homeostasis, and reinforcement of cell structure, both plants maintained the downregulation of miRNAs, suggesting the possibility that their target genes were actively protecting the plants from the oxidative damage caused by stress.

### 3.4. Effects of Alternated Stress on Teosinte

Alternated events of drought and submergence are common in some regions of the world where plants experience the succession of these events throughout their life cycle. In this study, teosinte plants treated with alternated stress revealed that drought as the first stress had no effect on the capacity to respond to a subsequent event of submergence (Figure 5). 

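Of the 13 miRNAs, 2 differed by at least 1 between drought-submergence and submergence, and 8 had a 95% counting interval of the difference that excluded 0. The number that differed by at least 1 was 10 with U6 factors, which shift this comparison by −1.70, and 4 with quantile normalization.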

In fact, plants treated with alternated stress, and plants treated only with submergence had resembling replicates for most of the miRNAs. This suggests that teosinte was able to rapidly reverse the effects of drought and redirect the response towards submergence, even though drought had induced clear symptoms of stress in plants. The only miRNA that did not respond to submergence as the second stress was miR408, but a functional overlap with miR528 may have supplied the activity of LAC and PLC.

In the opposite order, submergence followed by drought produced an attenuated response to drought. 

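Of the 7 miRNAs changed under drought alone, 6 had a fold change nearer 0 in submergence-drought, and of the 5 upregulated under drought 4 were lower. Among the 6, miR408 changed sign, from −1.76 under drought to 0.55 [0.30, 0.79] in submergence-drought, which is not an attenuation. These 7 were chosen for passing the threshold under drought, which by itself favours values nearer 0 in another library. Of the other miRNAs, miR169cr stayed at 0.11. Farther from 0 in submergence-drought were miR167cdeg (−0.33 to 0.71), miR398ab (0.05 to −0.58), miR398b (0.29 to −0.57), miR408b (0.17 to −0.88) and miR528ab (−0.57 to −1.00). Compared directly with drought, 4 of the 13 differed by at least 1 and 10 had a counting interval that excluded 0. The largest difference was that of miR408, at 2.31 [1.96, 2.67], from 68 to 584 reads, 2.47 with zeros kept at 0, positive under every scaling. The MIR408a sequence counted outside this group, with 287 and 761 reads, had fold changes of −0.31 under drought and 0.46 in submergence-drought. The differences of miR167cdeg (1.04) and miR408b (−1.04) also passed 1, the former not with quantile normalization and the latter not with the miRNA sum, TMM, U6 or quantile scalings.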

The effects of submergence as the first stress had a long-term influence, considering that between the end of submergence and the beginning of drought, there was a gap of 8 days. This effect also suggests the plastic nature of plants to adapt to adverse factors and oscillate between different stresses.

Research has shown that recovery from submergence represents an additional stress by itself. Upon de-submergence, plants suffer reoxygenation stress conducive to the accumulation of ROS, reillumination stress, dehydration, and senescence [68]. During these processes, hormonal signals, ROS, protective proteins, and other molecular effectors could be induced in plants over a period of time that could be useful to survive any other event of stress such as drought, establishing an overlap between submergence and drought tolerance, as described in rice harboring the SUB1A gene [9].

Several aspects in the involvement of miRNAs in the responses to stress still need to be addressed for constructing a solid system that improves stress tolerance in plants. These include a detailed study of expression dynamics between miRNA and target genes during exposure to combined or alternated stress and during recovery in lines with contrasting tolerance, implications of other factors in the response such as intensity and quality of light during stress, circadian cycle on miRNA expression, plant age, the function of other sRNAs involved, and additional layers of regulation of gene expression. The present study constitutes a base for information that could be useful in further efforts to broaden the knowledge on the roles of miRNAs in stress response and explore miRNAs as tools for improving tolerance to multiple stresses.

## 4. Materials and Methods

### 4.1. Plant Materials

Maize seeds (*Zea mays ssp. mays*) of tropical homozygous line CML496, and teosinte (*Zea mays ssp. parviglumis*) were obtained from Centro de Investigación y de Estudios Avanzados (CINVESTAV) and Instituto Nacional de Investigaciones Forestales, Agrícolas y Pecuarias (INIFAP) seed collections, respectively. The seeds were germinated directly in pots with Sunshine Mix 3 (N: 36 ppm from NO_3_/9 ppm from NH_4_; P: 7 ppm; K: 49 ppm; Ca: 45 ppm; Mg: 30 ppm; S: 39 ppm; B: 0.046 ppm; Cu: 0.01 ppm; Fe: 0.478 ppm; Mn: 0.251 ppm; Mo: 0.035 ppm; Na: 10 ppm; Cl: 8 ppm; Al: 0.48 ppm) (Sun Gro Horticulture Distribution Inc., Agawam, MA, USA), three seeds per pot. In the case of teosinte, the seeds were mechanically scarified to remove the coat before sowing.

### 4.2. Growth Conditions and Treatments

Maize and teosinte plants were grown in a plant growth room at 23 °C and 16 h/8 h light/dark cycle in order to lengthen the vegetative growth phase. The drought stress applied in this study was set to maintain plants at a constant intermediate intensity of drought rather than a progressive drought stress. For drought stress, pots with plants in vegetative stage V2, 12 days after sowing (12 DAS) were water-deprived for 6 days by interrupting water supply until half of their initial weight (water deficit) was reached. Then, water was added in small amounts on a daily basis to constantly maintain the plants in a water deficit condition at half their weight for 6 days. Submergence stress was applied on plants at 26 DAS, with pots in empty 32 cm deep submergence tanks that were filled with filtered tap water to increase the water column by 6 cm every 2 h for 10 h, until the maximum capacity was reached, and plants were fully submerged. The plants were maintained in this condition for 48 h after the first addition of water. For all the treatments, growth conditions were maintained at 23 °C and 16 h/8 h light/dark cycle.

For drought followed by submergence (drought-submergence), teosinte plants (14 DAS) were water-deprived for 6 days followed by 6 days under constant drought stress and then submerged for 48 h as previously described. For submergence followed by drought (submergence-drought), teosinte plants (12 DAS) were submerged for 48 h and removed from the water tank followed by depriving them of water until the plants reached half their initial weight (8 days). Then, small amounts of water were added to maintain a constant water deficit condition for 6 days. The single and alternated stress experiments with maize and teosinte were designed to end simultaneously at 28 DAS. At the end of the experiments, the shoots were immediately collected, frozen in liquid nitrogen, and stored at −80 °C for further processing. All the assays, including control and treatments, were performed with three biological replicates, with each replicate containing six plants.

### 4.3. Assessment of Physiological and Morphological Effects of Stress in Maize and Teosinte

For drought stress, the relative water content (RWC) was measured in the second leaf of maize plants under drought stress and control conditions, as previously described [69]. Briefly, square leaf sections (2 × 2 cm) were excised from plants and weighed to obtain the fresh weight, then submerged in deionized water for 24 h to obtain the turgid weight, and finally dried at 70 °C until constant dry weight was achieved. Then, RWC was calculated as [(fresh weight-dry weight)/(turgid weight-dry weight) × 100].

For submergence stress, the submergence tolerance coefficient (STC) was adapted from the coefficient applied for waterlogging [70]. Briefly, the length of shoots and roots of plants exposed to submergence or control conditions were noted at the end of experiments. The plants were then dried at 70 °C until a constant dry weight was reached. The sums of length and dry weight of plants exposed to the stress and control conditions were used to calculate the STC as [(sum of treated plants)/(sum of control plants)]. RWC and STC measurements were performed in three biological replicates, each consisting of six plants per treatment.

### 4.4. Total RNA Extraction and Construction of Small RNA Libraries

Total RNA was extracted from treated and control samples (three biological replicates, each consisting of a pool of six plants) with TRIzol reagent (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions. Total RNA was quantified using a Nanodrop ND-1000 Spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA) and visualized by 1% agarose gel electrophoresis under denaturing conditions. Total RNA from triplicates of the same treatment was pooled (4 μg from each biological replicate in a total of 12 μg per treatment). The small RNA fraction (20–30 nt) was purified from total RNA in a denaturing 15% acrylamide gel. Next, a pre-adenylated adapter (linker1, Integrated DNA Technologies, San Diego, CA, USA) was ligated to the 3’ end of small RNAs with T4 RNA ligase II (New England Biolabs, Ipswich, MA, USA) in the absence of ATP. Then, the RNA adapter Illumina RA5 was ligated to the 5´ end of small RNAs with T4 RNA ligase 1 (Ambion, Austin, TX, USA). The ligated products were used as templates in a cDNA synthesis reaction with the primer RT Bridge and the retrotranscriptase MMuLV (Thermo Fisher Scientific Inc., Waltham, MA, USA), followed by a 15-cycle PCR reaction with Phusion High-Fidelity DNA polymerase (New England Biolabs). The PCR products were purified, quantified, and sequenced in the Illumina HiSEQ2500 at the Genomics Core of the University of California-Riverside (Riverside, CA, USA). Adapters and primers are listed in Table S7.

### 4.5. Bioinformatics Analysis of Small RNA Libraries

Raw sequencing datasets from small RNA libraries were processed with the CLC Genomics Workbench 12 (QIAGEN, Hilden, Germany) to remove adapters, low-quality reads, and reads shorter than 18 nt and longer than 35 nt. Clean reads were mapped to the B73 RefGen_v5 maize genome [71] and classified into the different non-coding RNA categories (rRNA, tRNA, snRNA, snoRNA, lncRNA, and repeats). In addition, clean reads were mapped to the maize chloroplast and mitochondria DNA (B73 RefGen_v4). The clean reads were searched against the plant miRNAs deposited in the miRBASE (Release 22.1) [31], allowing (1) zero mismatches, or (2) up to two mismatches to detect polymorphisms. miRNA sequence counts were normalized as TPM relative to the total clean read counts in the corresponding library. Individual miRNA sequences were then analyzed for differential expression. Fold change values were calculated as log_2_ (normalized counts in treatment/normalized counts in control) (Table S1). Only miRNA sequences with raw counts ≥ 50 in at least one of the libraries were considered for differential expression analysis, and fold change values ≥1 or ≤−1 were considered as upregulated or downregulated, respectively.

miRNA sequences with a high level of similarity were then grouped. All sequences that differed from the mature sequence by one or two nucleotides in the 5′ or 3′ ends were considered positional variants and were then grouped with the mature sequence to constitute a representative miRNA group. The sum of reads and fold change values were recalculated for grouped miRNA sequences (Table S2).

Small RNA sequencing data were deposited into the NCBI/GEO database with accession number GSE155050.

### 4.6. Assessment of miRNA Differential Expression by Quantitative RT-PCR (qRT-PCR)

A modified stem-loop method based on that previously described [72,73] was used to assess miRNA expression. Briefly, total RNA from treated and control plants were treated with DNase I (Thermo Fisher Scientific, Inc, Waltham, MA, USA.). Subsequently, 0.1 μg of treated RNA was used in 10 μL-cDNA synthesis reactions using the TaqMan miRNA reverse transcription kit (Applied Biosystems, Foster City, CA, USA) and miRNA specific stem-loop primers. For quantitative PCR, 20 μL-PCR reactions were prepared using Maxima Probe qPCR Master Mix (Thermo Fisher Scientific Inc, Waltham, MA, USA) with a miRNA-specific direct primer, PCR stem-loop reverse primer, and a universal fluorescein amidite (FAM)-labeled probe, in a PikoReal real-time thermal cycler (Thermo Fisher Scientific Inc.). Differential expression values were calculated using the ΔΔCt method [74] with the use of miR166c as an internal control to normalize the relative abundance of each miRNA. All primers and probes used are listed in Table S7.

### 4.7. Prediction of Target Genes

The psRNATarget analysis server (http://plantgrn.noble.org/psRNATarget/) was used for identification of target genes of miRNAs responsive to submergence and drought [75]. DPMIND [76] was used to search for miRNA targets in nine maize degradomes.

## Figures and Tables

**Figure 1:**
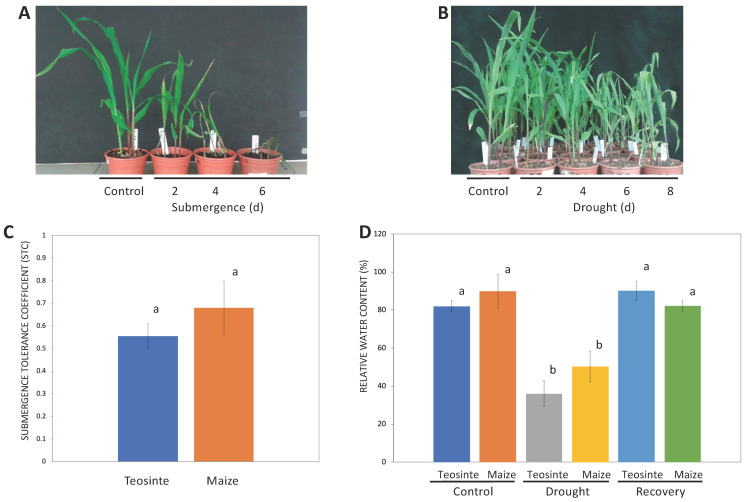
Effects of submergence and drought on maize and teosinte plants. (**A**) Plants exposed to submergence for 2, 4, and 6 days, and (**B**) plants exposed to drought for 2, 4, 6, and 8 days. Response of teosinte and maize plants to (**C**) submergence for 48 h, expressed as submergence tolerance coefficient (STC), and (**D**) drought for 6 days and recovery 24 h after rehydration, expressed as relative water content (RWC) in the leaves. Data are means, with error bars representing ±SD of three biological replicates, each replicate consisting of six plants. Different letters above the error bars indicate statistically significant differences between samples (*p* < 0.05) in a Student’s *t*-test.

**Figure 2:**
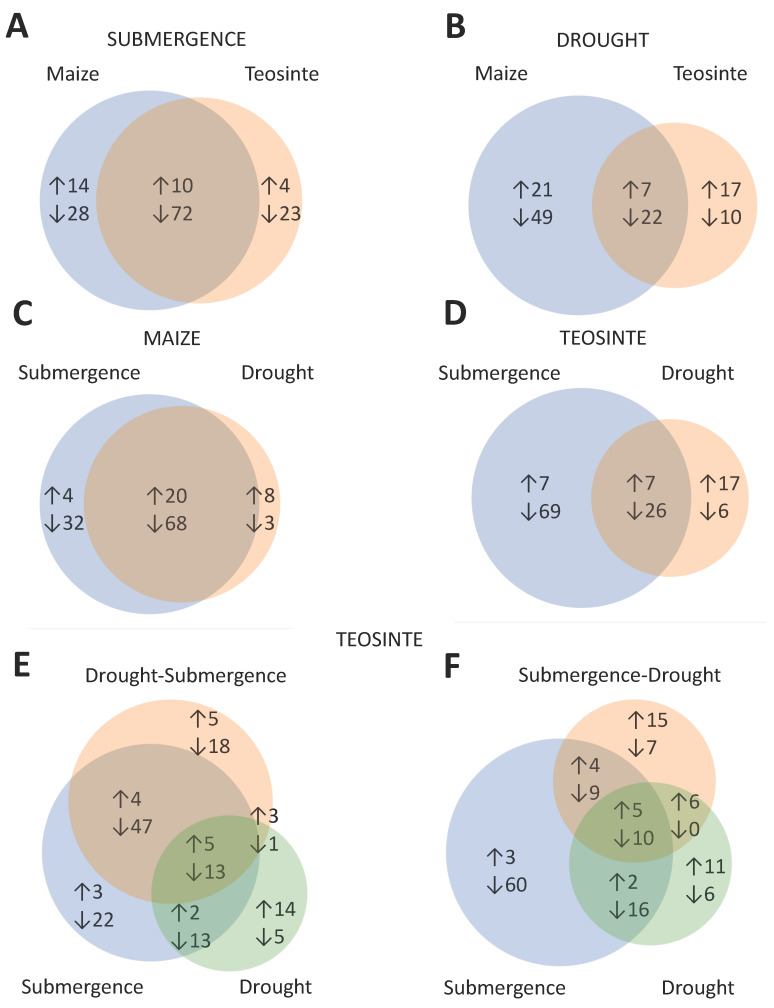
Venn diagrams showing differentially expressed miRNA reads that overlap in maize and teosinte under (**A**) submergence and (**B**) drought treatments. Plant miRNAs overlapping in submergence and drought treatments in (**C**) maize, and (**D**) teosinte. Plant miRNAs overlapping in teosinte under single and alternated treatments of (**E**) drought followed by submergence, and (**F**) submergence followed by drought. Numbers are based on fold change (FC) (log_2_) values (treatment/control). Upward arrows represent upregulated miRNAs (FC ≥ 1) and downward arrows represent downregulated miRNAs (FC ≤ −1).

**Figure 3:**
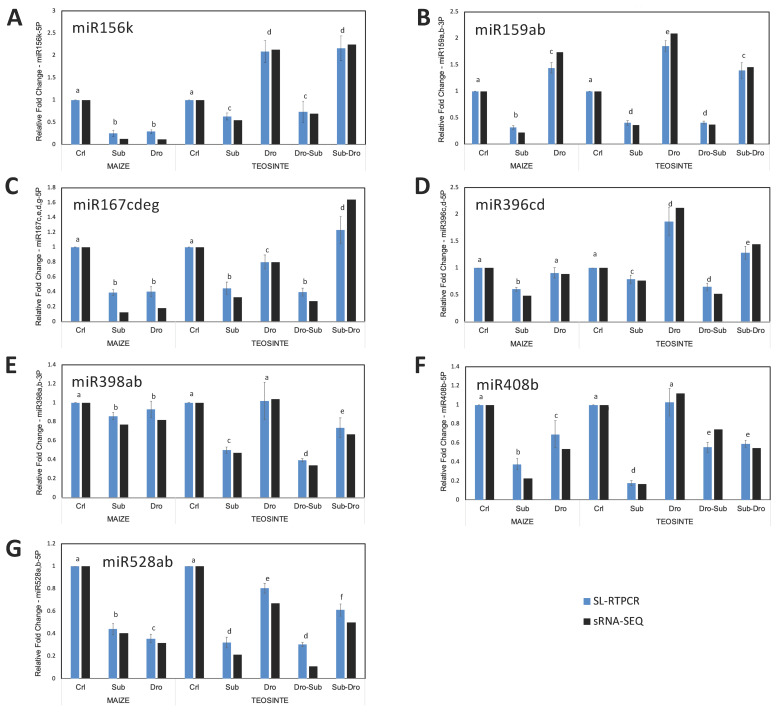
qRT-PCR validation of miRNAs response to submergence, drought, and alternated stress by SL-RTPCR for (**A**) miR156, (**B**) miR159, (**C**) miR167, (**D**) miR396, (**E**) miR398, (**F**) miR408, and (**G**) miR528. Relative fold change values were calculated as ∆∆Ct for SL-RTPCR (blue bars) using miR166c as the constitutive control or as the treatment/control ratio from normalized reads for sRNA-SEQ data (black bars). Results are mean with error bars representing ±SD of three biological replicates, each replicate consisting of a pool of six plants and three technical replicates. Different letters above the error bars indicate statistically significant differences between samples (*p* < 0.05).

**Figure 4:**
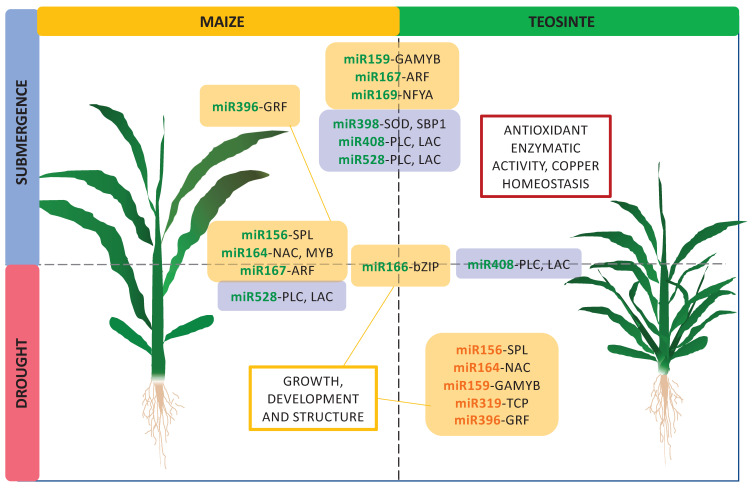
Hypothetical model of the regulation of miRNAs in the response to submergence and drought in maize and teosinte. The importance of antioxidant enzymatic activity, copper homeostasis, and control of growth and development as the main lines of response regulated by miRNAs in both plants is highlighted. Interrupted lines represent overlap between plants and/or treatments. Green, downregulated miRNAs; orange, upregulated miRNAs. GRF: growth-regulating factor; GAMYB: gibberellic acid-MYB transcription factor; ARF: auxin-responsive factor; NFYA: nuclear transcription factor Y subunit alpha; PLC: plastocyanin; LAC: laccase; SOD: superoxide dismutase; SBP1: selenium-binding protein1; bZIP: basic leucine zipper transcription factor; SPL: squamosa promoter-binding protein like; NAC: NAM-ATAF-CUC domain transcription factor; TCP: teosinte branched1/cycloidea/proliferating cell nuclear antigen factor; SBP1: selenium-binding protein 1.

**Figure 5:**
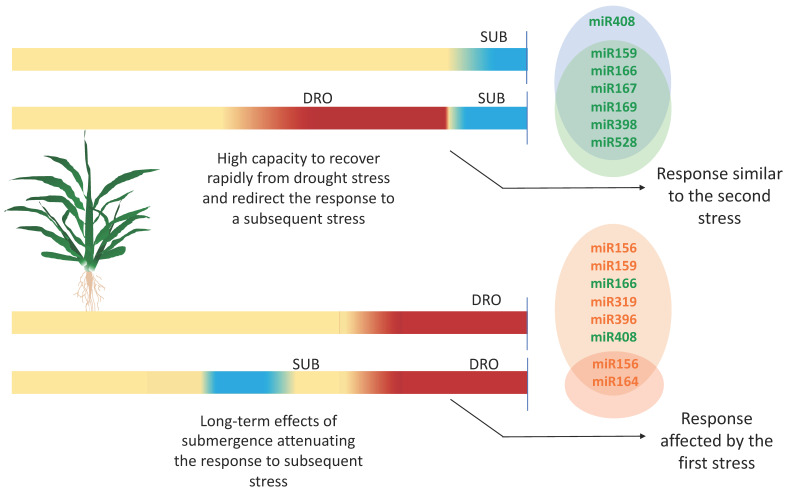
Hypothetical model of the response to alternated stress in teosinte. The influence of the first stress and the consequences in miRNA responsiveness to the second stress are indicated. Green, downregulated miRNAs; orange, upregulated miRNAs.

**Table 1:** Summary of small RNA sequencing data from eight maize and teosinte libraries. Distribution of small RNAs in the corresponding non-coding RNA category.

	Maize			Teosinte				
	Control	Submerg	Drought	Control	Submerg	Drought	Drought-Submerg	Submerg-Drought
Raw	16,139,354	26,621,448	31,642,210	20,672,413	28,656,756	29,063,588	17,997,037	46,522,229
Clean	14,897,058	24,568,439	29,744,161	18,955,892	26,296,921	26,960,313	15,760,258	41,915,673
Maize	14,870,947	24,488,359	29,696,341	18,927,434	26,217,672	26,912,777	15,727,757	41,761,974
	99.82%	99.67%	99.84%	99.85%	99.70%	99.82%	99.79%	99.63%
mt	87,401	106,625	134,420	114,741	73,980	105,999	106,451	145,709
	0.59%	0.43%	0.45%	0.61%	0.28%	0.39%	0.68%	0.35%
cp	182,414	452,301	459,718	475,121	444,434	835,675	973,949	1,289,213
	1.22%	1.84%	1.55%	2.51%	1.69%	3.10%	6.18%	3.08%
mRNA	195,418	258,447	342,833	207,230	202,191	256,739	238,774	309,551
	1.31%	1.05%	1.15%	1.09%	0.77%	0.95%	1.52%	0.74%
rRNA	288,257	601,629	778,148	687,038	591,868	588,819	1,056,243	1,240,514
	1.94%	2.45%	2.62%	3.62%	2.25%	2.18%	6.71%	2.97%
tRNA	103,451	161,288	200,294	569,294	480,975	553,939	953,794	1,426,872
	0.70%	0.66%	0.67%	3.00%	1.83%	2.05%	6.06%	3.41%
snRNA	516,999	838,151	1,071,157	576,299	868,349	890,657	421,404	1,220,748
	3.47%	3.42%	3.60%	3.04%	3.31%	3.30%	2.67%	2.92%
snoRNA	105,518	168,088	228,389	141,006	174,443	190,297	111,528	256,675
	0.70%	68.00%	0.77%	0.74%	0.66%	0.70%	0.70%	0.61%
lncRNA	258,027	416,896	519,449	362,527	530,505	528,963	231,375	719,402
	1.73%	1.70%	1.74%	1.91%	2.02%	1.96%	1.47%	1.72%
repeats	2,219,656	3,623,199	4,820,455	5,064,798	5,305,481	5,343,314	4,734,879	9,267,896
	14.92%	14.79%	16.23%	26.75%	20.23%	19.85%	30%	22.19%
Maize	397,473	248,193	774,680	180,091	98,923	310,478	47,836	350,678
miRNAs	2.67%	1.01%	2.60%	0.95%	0.38%	1.15%	0.30%	0.84%
Other	24,837	21,526	39,108	6498	5862	7393	6470	13,887
miRNAs	0.17%	0.09%	0.13%	0.03%	0.02%	0.03%	0.04%	0.03%

Submerg: Submergence; mt: mitochondria; cp: chloroplast; mRNA: messenger RNA; rRNA: ribosomal RNA; tRNA: transfer RNA; snRNA: small nuclear RNA; snoRNA: small nucleolar RNA; lncRNA: long non-coding RNA.

**Table 2:** Representative plant miRNAs responsive to submergence and drought in maize and teosinte.

miRNA Name	Fold Change (FC) ^1^			
	Maize		Teosinte	
	Submergence	Drought	Submergence	Drought
miR156k	−2.94	−2.99	−0.86	1.09
miR159ab	−2.17	0.80	−1.46	1.06
miR164e	−4.24	−1.49	−0.29	1.20
miR166bd	−4.39	−3.79	−2.77	−1.49
miR167cdeg	−2.99	−2.48	−1.62	−0.33
miR169cr	−3.13	−0.95	−1.05	0.11
miR319b	−0.75	0.80	−0.66	2.17
miR396cd	−1.04	−0.17	−0.39	1.08
miR398ab	−0.38	−0.29	−1.09	0.05
miR398b	−2.83	−0.94	−0.69	0.29
miR408	−1.34	−0.51	−1.78	−1.76
miR408b	−2.14	−0.89	−2.57	0.17
miR528ab	−1.30	−1.65	−2.22	−0.57
Constitutive				
miR166c	0.00	−0.01	−0.21	−0.19

^1^ Fold change (treatment/control) values ≥ 1 indicate upregulated miRNAs (orange), and values ≤ −1 indicate downregulated miRNAs (green).

**Table 3:** Representative plant miRNAs responsive to single (submergence or drought) and alternated treatments (drought followed by submergence and submergence followed by drought) in teosinte plants.

miRNA Name	Fold Change (FC) ^1^			
	Submergence	Drought	Drought-Submergence	Submergence-Drought
miR156k	−0.86	1.09	−0.54	1.17
miR159ab	−1.46	1.06	−1.43	0.55
miR164e	−0.29	1.20	0.06	1.09
miR166bd	−2.77	−1.49	−1.95	−0.77
miR167cdeg	−1.62	−0.33	−1.87	0.71
miR169cr	−1.05	0.11	−1.60	0.11
miR319b	−0.66	2.17	−0.41	0.16
miR396cd	−0.39	1.08	−0.94	0.53
miR398ab	−1.09	0.05	−1.56	−0.58
miR398b	−0.69	0.29	−1.92	−0.57
miR408	−1.78	−1.76	−0.88	0.55
miR408b	−2.57	0.17	−0.43	−0.87
miR528ab	−2.22	−0.57	−3.16	−0.99
Constitutive				
miR166c	−0.21	−0.19	−0.27	−0.19

^1^ Fold change (treatment/control) values ≥ 1 indicate upregulated miRNAs (orange), and values ≤ −1 indicate downregulated miRNAs (green).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/9/10/1367/s1, Figure S1: PHRED score distribution of small RNA reads in maize and teosinte libraries; Figure S2: Size distribution of small RNA reads in maize and teosinte libraries; Table S1: Known miRNA sequences expressed in maize and teosinte libraries; Table S2: Grouped sequences of known microRNAs expressed in maize and teosinte libraries; Table S3: Sequence variants of microRNAs expressed in maize and teosinte libraries; Table S4: The most abundant reads that mapped to NADH dehydrogenase subunit 2 from the *Zea mays* organelle DNA; Table S5: The most abundant reads that mapped to the trnL-trnF intergenic spacer and tRNA-Phe (trnF) gene from the maize chloroplast; Table S6: List of predicted targets of submergence and drought-responsive miRNAs; Table S7: List of adapters and primers used in this study.

# Supplementary material for: Differential Expression of Maize and Teosinte microRNAs under Submergence, Drought, and Alternated Stress
**Source:** Plants (Basel). 2020 Oct 15;9(10):1367. doi: 10.3390/plants9101367
**Supplement:** Supplementary file 1

Supplementary Table S7. List of adapters and primers used in this study.

|  | **Adapters** |
| --- | --- |
| Linker1 (IDT) | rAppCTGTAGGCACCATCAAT/3ddC/ |
| Illumina5 (RA5) | GUUCAGAGUUCUACAGUCCGACGAUC |
|  | **Primers** |
| RT Bridge | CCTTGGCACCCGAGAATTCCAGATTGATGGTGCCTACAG |
| Rev Index1 | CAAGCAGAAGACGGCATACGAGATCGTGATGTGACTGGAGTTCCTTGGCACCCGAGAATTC |
| Rev Index2 | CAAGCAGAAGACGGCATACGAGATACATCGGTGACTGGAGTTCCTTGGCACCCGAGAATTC |
| Rev Index3 | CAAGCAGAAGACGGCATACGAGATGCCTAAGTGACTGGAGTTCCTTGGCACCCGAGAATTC |
| Rev Index4 | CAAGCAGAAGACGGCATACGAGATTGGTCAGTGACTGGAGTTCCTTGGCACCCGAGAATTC |
| Rev Index5 | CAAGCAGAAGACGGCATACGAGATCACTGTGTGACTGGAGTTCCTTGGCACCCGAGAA TTC |
| Rev Index7 | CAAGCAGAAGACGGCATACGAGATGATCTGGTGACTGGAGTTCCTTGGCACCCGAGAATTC |
| miR166c Forward | AGCGAGGAATGTTGTCTGGC |
| miR166c_SL | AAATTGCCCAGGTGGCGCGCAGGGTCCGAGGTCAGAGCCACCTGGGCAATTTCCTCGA |
| miR156k Forward | AGCCATTGACAGAAGAGAGC |
| miR156k_SL | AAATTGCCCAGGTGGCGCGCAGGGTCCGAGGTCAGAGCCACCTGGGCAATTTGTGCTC |
| miR159ab Forward | CTGCGTTTGGATTGAAGGGA |
| miR159ab_SL | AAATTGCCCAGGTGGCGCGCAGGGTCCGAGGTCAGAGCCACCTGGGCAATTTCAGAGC |
| miR167c-e,g Forward | TGACCGTGAAGCTGCCAGCAT |
| miR167c-e,g_SL | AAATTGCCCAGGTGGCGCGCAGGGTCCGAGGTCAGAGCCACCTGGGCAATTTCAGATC |
| miR396ab Forward | GACGATCCACAGGCTTTCTT |
| miR396ab_SL | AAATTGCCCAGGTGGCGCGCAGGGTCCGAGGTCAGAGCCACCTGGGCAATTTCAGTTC |
| miR398ab Forward | AGCAGTGTGTTCTCAGGTCG |
| miR398ab_SL | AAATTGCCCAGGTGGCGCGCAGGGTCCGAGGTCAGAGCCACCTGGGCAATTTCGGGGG |
| miR408b Forward | ATTCCAGGGACGAGGCAGA |
| miR408b_SL | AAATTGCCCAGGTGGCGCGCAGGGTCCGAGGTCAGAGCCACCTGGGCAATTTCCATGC |
| miR528ab Forward | ACGATGGAAGGGGCATGCA |
| miR528ab_SL | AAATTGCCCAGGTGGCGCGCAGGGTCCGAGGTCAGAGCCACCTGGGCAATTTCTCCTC |
| PCR Stem Loop Reverse | GTGGCGCGCAGGGTCCG |
|  | **Probes** |
| Universal probe | 5-FAM/CAGAGCCAC/ZEN/CTGGGCAATTT/3IABkFQ |

How the deposited data were processed for this re-analysis (not part of the article)

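The count of each distinct sequence was used as deposited by the authors, who had removed adapters, low-quality reads and reads shorter than 18 or longer than 35 nt with CLC Genomics Workbench 12 and collapsed identical reads. No reads were aligned here, and no reference genome was used. The sequences called miRNAs, their names, groups and variants are those of the paper's supplementary tables, which rest on miRBase 22.1. The deposited counts were joined to these tables by exact sequence.

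Counts were divided by the total of clean reads of the library. A count of 0 was set at 1 for ratios, in groups for each member before adding, and a log2 ratio of at least 1 or at most −1 was called. For miR482 and miR1511, with 3 reads or fewer in the maize control, the ratios were computed with 3 control reads. Counting error allows lower ratios, as their intervals show. Intervals at 95% are exact (Clopper-Pearson) for ratios, Wilson for shares and normal approximations for differences of log2 ratios. Unchanged libraries were simulated 1000 times against each control. Random lists of other sequences with at least 50 reads in a library, matched on length class and abundance, were drawn 10000 times, from 100 candidates per sequence. Variants were paired with listed sequences by edit distance, and organelle reads were merged at overlaps of at least 15 bases.

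The alternatives tried were 5 other scalings (mapped reads, sum of miRNA sequences, TMM factors, U6 factors and quantile normalization), 1 added to every count, zeros kept at 0, minimum reads of 50 in 1 of the libraries compared or in the control, the counting interval beyond 1, a log2 ratio of 1.5, length restrictions, other ways of adding up group members and organelle reads, and leaving out dominant, overlapping or rarely read sequences. The edgeR package was used for the TMM factors only. These factors and quantile normalization were computed on the listed miRNA sequences alone.

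The named genes are the 13 representative miRNAs and miR166c, the other miRNAs and organelle regions named in the results of the paper, and for each comparison the 2 largest increases and the 2 largest decreases among listed sequences with more than 3 reads in both libraries and at least 50 in 1 of them. Gene positions were taken from a table of RefSeq genes on the assembly Zm-B73-REFERENCE-NAM-5.0.

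The growth measurements, the quantitative RT-PCR, the mapping rates and the target genes were not analysed here. With 1 library per condition no p-values were computed.

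A simulated test with a log2 change of 2 called 84.5% of 200 changed and 5.33% of 1800 unchanged sequences, and 96.9% of its intervals held the true ratio. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, edlib 1.3.9.post1, R 4.3.3 and edgeR 4.0.16.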

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

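Of the tests used here, only that for reads from another organism was chosen only after the result was seen. With 1 library per condition, none of the differences between the plants was tested here.

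Under drought 6 miRNAs went in opposite directions in both plants, lower in maize and higher in teosinte, with counting intervals that excluded 0 in each. The maize less teosinte log2 ratio was −4.08 for miR156k, −2.69 for miR164e, −1.25 for miR396cd, −0.34 for miR398ab, −1.23 for miR398b and −1.06 for miR408b. For miR156k and miR164e both directions were kept under every scaling. The maize value of miR396cd turned to 0.78 with TMM factors, that of miR398ab to 0.66, that of miR398b to 0.01 and that of miR408b to 0.06, so the scaling is a possible explanation of the opposite direction of these 4. Plant and library preparation cannot be told apart here.

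The nad2 reads rose slightly in maize and fell in teosinte under submergence, a maize less teosinte log2 ratio of 1.43. With reads of 20 to 24 nt only, the maize value was −1.19 and the teosinte value −1.06, and with all reads contained in the merged region the maize value was −0.70. The opposite direction could therefore come from which read lengths are counted, and a difference in the biology of the plants is less likely on these values.

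Of the sequences of 20 to 22 nt inside a listed maize sequence, 4 are not in the list. They are TCGGACCAGGCTTCATTCCCC with 21228 reads in all libraries, TGACAGAAGAGAGTGAGCAC with 6272, TGACAGAAGAGAGCGAGCAC with 458 and TCGGACCAGGCTTCATTCCC with 219. Each reaches 50 reads in a library. The listed sequences that hold the 20-nt ones are annotated as longer than the mature miRNA. The miR156k group thus leaves out TGACAGAAGAGAGCGAGCAC, at 3.02 TPM in the maize control, 0.855 under submergence and 0.908 under drought. No explanation was tested.

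Outside the list, 127 sequences had at least 50 reads in both maize stress libraries and at most 3 in each of the others. They held 17859 reads under submergence and 23495 under drought, and no other pair of libraries had more than 5. Reads from another organism are a possible explanation, but small RNAs of maize that rise under both stresses predict the same, so the source stays open. Of the listed sequences, 7 had at least 50 reads in a maize stress library and at most 10 in each of the other 6 libraries. All 7 are named after other plants, miR482 and miR1511 among them, although 118 of the 178 listed sequences have maize names. This goes with reads from another organism. The paper discarded miR482 and miR1511 for missing the maize genome or for an origin in ribosomal RNA or transposons. No reads were mapped here, so the source was not settled. The increases of these 7 sequences in maize share this limit, and so do the counts of upregulated maize sequences that include them.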

How the results depend on the processing

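The settings were fixed before the data were examined, except those without sequences at 3 reads or fewer and with zeros kept at 0, which were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. For the same reason no library could be left out. Of 2627 recomputed values of 308 results, 1686 stayed within the limits set, 866 moved and 75 were reversed. The limits were the interval of the main value for a ratio or percentage and 1.5 times for a count. Of the moved values, 672 belong to single miRNAs or to details. Mapped reads as the total moved 1 of 296 values past these limits. Adding 1 to every count and keeping zeros at 0 moved none past them. For the settings that change the scaling, every fold change of a comparison shifts by construction, except with quantile normalization. Where the sequences counted were restricted, fewer sequences could be called. For the other changes the cause was not tested.

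The sum of miRNA sequences as total moved sequences upregulated in maize submergence (55), sequences downregulated in maize submergence (59), sequences upregulated in teosinte submergence (41) and sequences downregulated in teosinte submergence (26). It also gave sequences upregulated in teosinte drought (15), sequences upregulated in teosinte drought-submergence (64), sequences downregulated in teosinte drought-submergence (14) and sequences downregulated in teosinte submergence-drought (14). Further values were sequences upregulated in both plants under submergence (27), sequences downregulated in both plants under submergence (12), sequences changed in maize only under submergence (75) and sequences downregulated under submergence only in teosinte (13). Next came sequences changed alike under drought-submergence, submergence and drought (8), sequences changed alike under drought-submergence and submergence (31), sequences changed alike under drought-submergence and drought (12) and miRNAs of the 13 downregulated in maize submergence (6). Added to these were miRNAs of the 13 upregulated in teosinte submergence (1), miRNAs of the 13 downregulated in teosinte submergence (2), miRNAs of the 13 upregulated in teosinte drought (1) and miRNAs of the 13 upregulated in teosinte drought-submergence (4). There followed miRNAs of the 13 downregulated in teosinte drought-submergence (1). Reversed in sign were miR159ab, teosinte drought-submergence (0.20), miR159ab, maize less teosinte, drought (0.0511), miR319b, maize submergence (0.62) and miR396cd, maize submergence (0.34). Other values were miR396cd, teosinte submergence (0.95), miR396cd, teosinte drought-submergence (0.68), miR398ab, maize submergence (1.00) and miR398ab, teosinte submergence (0.26). In the same setting came miR398ab, teosinte drought (−0.22), miR398ab, teosinte drought-submergence (0.0611), miR398b, teosinte submergence (0.65) and miR408, maize submergence (0.0425). Besides, it gave miR408, teosinte drought-submergence (0.75), miR408b, teosinte drought (−0.10), miR408b, teosinte drought-submergence (1.20) and miR528ab, maize submergence (0.0806). Also obtained were miR528ab, submergence-drought against drought (0.0288), miR166c, teosinte submergence (1.14), miR166c, teosinte drought-submergence (1.36) and miR2916, maize submergence (1.02).

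Scaling by TMM factors moved sequences upregulated in maize submergence (53), sequences downregulated in maize submergence (59), sequences upregulated in maize drought (59) and sequences downregulated in maize drought (46). More values were sequences upregulated in teosinte submergence (24), sequences downregulated in teosinte submergence (49), sequences downregulated in teosinte drought-submergence (45) and sequences upregulated in both plants under submergence (18). Likewise moved were sequences downregulated in both plants under submergence (25), sequences changed in maize only under submergence (69), sequences downregulated under submergence and drought in maize (39) and sequences downregulated under submergence only in teosinte (32). Still others were sequences changed alike under drought-submergence and submergence (45), miRNAs of the 13 downregulated in maize submergence (6), miRNAs of the 13 upregulated in maize drought (2) and miRNAs of the 13 downregulated in maize drought (3). It also gave miRNAs of the 13 downregulated in teosinte submergence (3) and miRNAs of the 13 downregulated in teosinte drought-submergence (4). The sign was reversed for miR159ab, drought-submergence against submergence (−0.23), miR159ab, maize less teosinte, drought (0.63), miR319b, maize submergence (0.55) and miR396cd, maize submergence (0.27). Further values were miR396cd, maize drought (0.78), miR396cd, teosinte submergence (0.54), miR398ab, maize submergence (0.93) and miR398ab, maize drought (0.66). Next came miR398ab, maize less teosinte, drought (0.55), miR398b, teosinte submergence (0.25), miR408, maize drought (0.44) and miR408b, maize drought (0.0563). Added to these were miR408b, teosinte drought-submergence (0.25), miR166c, teosinte submergence (0.73), miR166c, teosinte drought-submergence (0.41) and miR2916, maize submergence (0.94).

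Quantile normalization moved sequences upregulated in maize submergence (56), sequences downregulated in maize submergence (62), sequences upregulated in maize drought (52) and sequences upregulated in teosinte submergence (24). There followed sequences downregulated in teosinte submergence (30), sequences upregulated in teosinte drought-submergence (35), sequences downregulated in teosinte drought-submergence (28) and sequences upregulated in both plants under submergence (17). Other values were sequences downregulated in both plants under submergence (17), sequences changed in maize only under submergence (84), sequences downregulated under submergence and drought in maize (41) and sequences downregulated under submergence only in teosinte (19). In the same setting came sequences changed alike under drought-submergence, submergence and drought (11), sequences changed alike under drought-submergence and submergence (28), miRNAs of the 13 upregulated in maize submergence (1) and miRNAs of the 13 downregulated in maize submergence (7). Besides, it gave miRNAs of the 13 upregulated in maize drought (1), miRNAs of the 13 downregulated in maize drought (3), miRNAs of the 13 upregulated in teosinte submergence (1) and miRNAs of the 13 downregulated in teosinte submergence (3). Also obtained were miRNAs of the 13 upregulated in teosinte drought (3), miRNAs of the 13 upregulated in teosinte drought-submergence (1), miRNAs of the 13 downregulated in teosinte drought-submergence (3) and miRNAs of the 13 downregulated in teosinte submergence-drought (1). More values were miRNAs of the 13 at least 1 apart, drought-submergence against submergence (4) and miRNAs of the 13 at least 1 apart, submergence-drought against drought (2). A reversed sign was found for miR159ab, teosinte submergence (0.42), miR159ab, teosinte drought-submergence (1.42), miR396cd, maize submergence (0.32) and miR396cd, maize drought (0.50). Likewise moved were miR396cd, submergence-drought against drought (0.26), miR398ab, maize submergence (1.61), miR398ab, maize drought (0.48) and miR398ab, teosinte submergence (1.13). Still others were miR398ab, maize less teosinte, drought (0.48), miR408, maize drought (0.39), miR408b, teosinte drought-submergence (0.39) and miR528ab, maize less teosinte, drought (0.91). It also gave miR166c, teosinte submergence (0.92), miR166c, teosinte drought-submergence (0.89) and miR2916, maize submergence (1.21).

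Requiring 50 reads in the control library moved sequences upregulated in maize submergence (4), sequences upregulated in maize drought (8), sequences upregulated in teosinte submergence (4) and sequences downregulated in teosinte submergence (49). Further values were sequences upregulated in teosinte drought (7), sequences downregulated in teosinte drought (10), sequences upregulated in teosinte drought-submergence (5) and sequences downregulated in teosinte drought-submergence (39). Next came sequences upregulated in teosinte submergence-drought (7) and sequences downregulated in teosinte submergence-drought (12).

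Restricting the sequences to 20 to 22 nt moved sequences upregulated in maize submergence (10), sequences upregulated in maize drought (14), sequences downregulated in maize drought (44) and sequences upregulated in teosinte submergence (1). Added to these were sequences downregulated in teosinte submergence (60), sequences upregulated in teosinte drought (15), sequences downregulated in teosinte drought (17) and sequences upregulated in teosinte drought-submergence (6). There followed sequences upregulated in teosinte submergence-drought (19), sequences downregulated in teosinte submergence-drought (16), sequences changed in at least 1 comparison (98) and sequences upregulated in both plants under submergence (1). Other values were sequences changed in teosinte only under submergence (12), sequences changed in maize only under drought (40), sequences changed in teosinte only under drought (14) and sequences downregulated under submergence and drought in maize (43). In the same setting came sequences downregulated under submergence only in teosinte (44), sequences changed alike under drought-submergence, submergence and drought (10), sequences changed alike under drought-submergence and submergence (41) and sequences changed alike under drought-submergence and drought (13). Besides, it gave sequences changed alike under submergence-drought and drought (11), log2 miRNA share, maize submergence (−1.49), log2 miRNA share, maize drought (−0.0404) and log2 miRNA share, teosinte submergence (−1.52). Also obtained were log2 miRNA share, teosinte drought (0.31), log2 miRNA share, teosinte drought-submergence (−1.80), log2 miRNA share, teosinte control to maize control (−1.60) and list percentile, maize drought (5.34). More values were list percentile, teosinte submergence (0.635), list percentile, teosinte drought (98.89) and list percentile, teosinte submergence-drought (15.44).

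Leaving out sequences at 3 reads or fewer in either library, a setting chosen after the data were seen, moved sequences upregulated in maize submergence (12), sequences upregulated in maize drought (17) and sequences downregulated in teosinte submergence-drought (17).

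Requiring the 95% counting interval to lie beyond 1 moved sequences upregulated in maize drought (18), sequences upregulated in teosinte submergence (5), sequences downregulated in teosinte submergence (47) and sequences upregulated in teosinte drought (5). Likewise moved were sequences downregulated in teosinte drought (12), sequences upregulated in teosinte drought-submergence (10), sequences downregulated in teosinte drought-submergence (36) and sequences upregulated in teosinte submergence-drought (11). Still others were sequences downregulated in teosinte submergence-drought (8), sequences upregulated in both plants under submergence (2), sequences downregulated in both plants under submergence (33) and sequences changed in maize only under submergence (75). It also gave sequences changed in teosinte only under submergence (17), sequences changed in teosinte only under drought (10), sequences downregulated under submergence only in teosinte (38) and sequences changed alike under drought-submergence, submergence and drought (3). Further values were sequences changed alike under drought-submergence and submergence (30), sequences changed alike under drought-submergence and drought (4) and sequences changed alike under submergence-drought and drought (5).

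Scaling by U6 factors moved sequences upregulated in teosinte submergence (22), sequences upregulated in teosinte drought-submergence (5), sequences downregulated in teosinte drought-submergence (139) and sequences downregulated in teosinte submergence-drought (11). Next came sequences changed in maize only under submergence (71), sequences downregulated under submergence only in teosinte (40), sequences changed alike under drought-submergence and drought (37) and miRNAs of the 13 downregulated in maize drought (8). Added to these were miRNAs of the 13 downregulated in teosinte submergence (5), miRNAs of the 13 upregulated in teosinte drought (3), miRNAs of the 13 downregulated in teosinte drought-submergence (13) and miRNAs of the 13 at least 1 apart, drought-submergence against submergence (10). Signs opposite to the first were those of miR159ab, drought-submergence against submergence (−1.67), miR396cd, teosinte submergence (0.22), miR398ab, teosinte drought (−0.0328) and miR398ab, maize less teosinte, submergence (−0.33). There followed miR408, drought-submergence against submergence (−0.79), miR408, maize less teosinte, submergence (−0.59), miR408b, maize less teosinte, submergence (−0.61) and miR528ab, maize less teosinte, submergence (−0.12). Other values were miR166c, teosinte submergence (0.41), miR166c, teosinte submergence-drought (0.13), miR166c, maize less teosinte, submergence (−0.83) and miR166c, maize less teosinte, drought (−0.22). In the same setting came miR2916, maize drought (−0.27) and miR2916, teosinte drought-submergence (−0.88).

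Requiring 50 reads in 1 of the 2 libraries compared moved sequences upregulated in teosinte submergence (9), sequences downregulated in teosinte submergence (49), sequences upregulated in teosinte drought (15) and sequences downregulated in teosinte drought (10). Besides, it gave sequences upregulated in teosinte drought-submergence (9), sequences downregulated in teosinte drought-submergence (39), sequences upregulated in teosinte submergence-drought (19) and sequences downregulated in teosinte submergence-drought (12). Also obtained were sequences upregulated in both plants under submergence (5), sequences downregulated in both plants under submergence (36), sequences changed in maize only under submergence (83) and sequences changed in teosinte only under submergence (17). More values were sequences changed in teosinte only under drought (17), sequences downregulated under submergence only in teosinte (41), sequences changed alike under drought-submergence, submergence and drought (4) and sequences changed alike under drought-submergence and submergence (31). Likewise moved were sequences changed alike under drought-submergence and drought (6) and sequences changed alike under submergence-drought and drought (8).

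A log2 ratio at or beyond 1.5 moved sequences upregulated in teosinte submergence (7), sequences upregulated in teosinte drought (11), sequences upregulated in teosinte submergence-drought (16) and sequences downregulated in teosinte submergence-drought (7). Still others were sequences upregulated in both plants under submergence (6), sequences changed alike under drought-submergence, submergence and drought (9), sequences changed alike under drought-submergence and drought (11) and sequences changed alike under submergence-drought and drought (9).

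Leaving out the most abundant sequence of each library moved log2 miRNA share, maize submergence (−1.25), log2 miRNA share, maize drought (−0.93), log2 miRNA share, teosinte submergence (−1.43) and log2 miRNA share, teosinte drought-submergence (−1.65). It also gave log2 miRNA share, teosinte submergence-drought (−0.51) and log2 miRNA share, teosinte control to maize control (−1.41). A reversed sign was found for log2 miRNA share, teosinte drought (−0.13).

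Reads of 20 to 22 nt as total moved log2 miRNA share, maize submergence (−0.42), log2 miRNA share, teosinte submergence (−0.71), log2 miRNA share, teosinte drought (0.51) and log2 miRNA share, teosinte drought-submergence (−1.57). Further values were log2 miRNA share, teosinte submergence-drought (−0.58) and log2 miRNA share, teosinte control to maize control (−0.63). Signs opposite to the first were those of log2 miRNA share, maize drought (0.68).

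The most abundant member alone moved miRNAs of the 13 downregulated in teosinte submergence-drought (1) and miRNAs of the 13 at least 1 apart, drought-submergence against submergence (1). Reversed in sign were miR408, maize drought (0.10).

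Members of 20 to 22 nt only reversed the sign of miR408, maize less teosinte, submergence (−1.79) and miR408, maize less teosinte, drought (−0.74).

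Counting all reads contained in the merged sequence moved miRNAs of the 13 upregulated in teosinte submergence-drought (1).

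Counting all reads contained in the merged region moved nad2, highest library sum in TPM (4612). Signs opposite to the first were those of nad2, log2 ratio of teosinte control to maize control (−0.13) and nad2 reads, maize submergence (−0.70).

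Restricting the organelle reads to 20 to 24 nt moved nad2, highest library sum in TPM (971), trnF, highest library sum in TPM (557) and trnF, log2 ratio of teosinte control to maize control (0.90). Reversed in sign were nad2, log2 ratio of teosinte control to maize control (−0.79), nad2 reads, maize submergence (−1.19) and trnF reads, maize drought (−1.24).

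The same call at 1 as the measure for variants moved variants alike in teosinte submergence (55).

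Keeping variants with at least 10 reads in both libraries moved variants alike in teosinte drought-submergence (47).

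Random lists matched on abundance only moved list percentile, maize drought (0), list percentile, teosinte drought (97.13) and list percentile, teosinte submergence-drought (99.98).

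Leaving out sequences that overlap a more abundant one moved list percentile, maize drought (14.29), list percentile, teosinte submergence (0.97), list percentile, teosinte drought (90.17) and list percentile, teosinte submergence-drought (8.38).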

Differences from the paper's values

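No tests chosen only after the result was seen are used here, and the settings named were set beforehand. Of 135 values of the paper compared, 1 differs by more than the margin set, which was the counting error for a log2 ratio and 1.5 times for other values. Smaller differences follow it.

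The paper gives 2273 as the highest TPM of a read of trnF, against 3616 here, found in drought-submergence. It was 3624 with mapped reads as the total, 3616 with all reads contained in the merged region and 315 with reads of 20 to 24 nt only, so no alternative removes the difference. The same read has 2274 TPM in the teosinte drought library.

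The count of sequences changed in at least 1 comparison is 168 here, 58 of them named after other plants, both higher than the paper's. No setting gives the paper's total.

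The paper names miR159ab, miR166bd, miR167cdeg and miR169cr among the miRNAs specifically downregulated in maize under submergence. Its abstract, however, describes members of these families as lowered by submergence in both plants, more strongly in maize. Here they were likewise called in teosinte, at −1.46, −2.78, −1.62 and −1.05 in this order. With the sum of miRNA sequences, TMM factors or quantile normalization miR159ab, miR167cdeg and miR169cr are not called in teosinte, and with U6 factors miR159ab and miR169cr are not. For miR166bd no setting removes the call in teosinte.

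The paper limits the changes between drought-submergence and submergence to miR408. By calls against the control, miR408 was downregulated under submergence (−1.78) and not in drought-submergence (−0.88), as the paper has it. The call of miR408b was likewise lost (−2.57 and −0.43), and that of miR398b was gained (−0.69 and −1.92). Compared directly, miR408b (2.14) and miR398b (−1.23) differ by at least 1, and miR408 (0.91) does not. The miR408b difference is within 1 with U6 factors (0.45) and the most abundant member alone (0.69). The miR408 difference passes 1 with the sum of miRNA sequences (1.19) and with members of 20 to 22 nt only (1.37). That of miR398b stays within 1 with the sum (−0.95), the most abundant member alone (−0.20) and members of 20 to 22 nt only (−0.46).

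The paper calls miR398 downregulated in both plants under submergence. Here that holds for a different group in each plant, miR398b in maize (−2.83) and miR398ab in teosinte (−1.09). The maize value of miR398ab is −0.38 and no setting takes it past −1. The teosinte value of miR398b is −0.69, past −1 with the most abundant member alone (−2.12) and with members of 20 to 22 nt only (−1.69).

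The paper describes an attenuated response in submergence-drought. For miR156k the fold change is 1.16 there and 1.09 under drought. It is lower in submergence-drought only with quantile normalization (difference −0.08) and with all reads contained in the merged sequence (−0.09). The unlisted TGACAGAAGAGAGCGAGCAC, which the main values leave out, had 4.45 TPM [3.72, 5.32] under drought and 3.53 [3.01, 4.15] in submergence-drought.

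The merged reads of nad2 reach 43 nt at most and those of trnF 34 nt, against other lengths in the paper. The paper states that the variants had the same profiles as their exact sequences. Here the sign was shared by 92 of 102 in teosinte submergence, the most of all comparisons, and by 61 in teosinte drought, the fewest.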

Other observations

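The random-list tests were set before the data were examined. The tests of single-base variants, of different sequences, of miR408 forms and of the library total were chosen only after the result was seen.

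A shift shared by small RNAs of the same length and abundance is an unlikely explanation for the lower miRNA levels under submergence. The median of the list lay at percentile 0 of the random lists in maize submergence, 0 in teosinte submergence and 0 in drought-submergence. In maize drought it lay at percentile 2.88, within the middle 95%, so that a shared shift could account for the decreases there.

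The trnF reads in the teosinte control against the maize control lay at percentile 100 of the random lists, with a median of 3.11 against 0.23. A length composition that differs between the libraries is therefore an unlikely explanation, although reads of 20 to 24 nt alone gave 0.90.

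Of 27 single-base variants, 17 kept their share of the exact sequence within 3 times across libraries. Errors made at a fixed rate during library preparation or sequencing are a possible explanation for these, but true variants that follow their exact sequences predict the same, so the source stays open. All 63 possible neighbours of the most abundant sequence were seen.

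The maize control library had 4516822 different sequences, the fewest at equal depth, so a smaller total number of reads is an unlikely explanation. Its share of sequences seen a single time was the lowest in 5 of 5 length classes. That value goes with fewer molecules amplified into the library, but a less diverse small RNA population in the plants predicts it too, so both stay open with 1 library per condition.

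The rice-named form of miR408 differs from the MIR408a form by A11G. It was the larger of both in maize and the smaller in teosinte, in 8 of 8 libraries. This count restates the pattern and tests nothing beyond it. A strain variant against the reference stays open, as does any other difference between the plants.

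With the sum of miRNA sequences as total, 9 of 13 miRNAs had the lower ratio in maize under submergence. That total shifts the ratios by 1.38 in maize and 1.35 in teosinte, nearly alike, so the count decides nothing. Other scalings moved the plants unequally. The maize less teosinte difference had a counting interval below 0 for 8 miRNAs and above 0 for 4 with TMM factors, for 13 and 0 with U6 factors, and for 7 and 3 with quantile normalization. The library total used for normalization is therefore unlikely as the only explanation of that majority, although 7 of 13 is the smallest majority possible. A difference between the plants or between their library preparations was not tested.

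The end-trimmed forms of miR528 made up 7.35% of trimmed and full-length reads together in the maize control and 0.416% to 1.04% elsewhere. No explanation was tested.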
